# Gene expression profiling of liver from dairy cows treated intra-mammary with lipopolysaccharide

**DOI:** 10.1186/1471-2164-9-443

**Published:** 2008-09-24

**Authors:** Li Jiang, Peter Sørensen, Christine Røntved, Lotte Vels, Klaus L Ingvartsen

## Abstract

**Background:**

Liver plays a profound role in the acute phase response (APR) observed in the early phase of acute bovine mastitis caused by *Escherichia coli *(*E. coli*). To gain an insight into the genes and pathways involved in hepatic APR of dairy cows we performed a global gene expression analysis of liver tissue sampled at different time points before and after intra-mammary (IM) exposure to *E. coli *lipopolysaccharide (LPS) treatment.

**Results:**

Approximately 20% target transcripts were differentially expressed and eight co-expression clusters were identified. Each cluster had a unique time-dependent expression profile and consisted of genes involved in different biological processes. Our findings suggest that APR in the liver is triggered by the activation of signaling pathways that are involved with common and hepatic-specific transcription factors and pro-inflammatory cytokines. These mediators in turn stimulated or repressed the expression of genes encoding acute phase proteins (APP), collectins, complement components, chemokines, cell adhesion molecules and key metabolic enzymes during the APR. Hormones, anti-inflammatory and other hypothalamus-pituitary-adrenal axis (HPAA) linked mediators also seemed to participate in APR.

**Conclusion:**

Performing global gene expression analysis on liver tissue from IM LPS treated cows verified that the liver plays a major role in the APR of *E. coli *mastitis, and that the bovine hepatic APR follows the same pattern as other mammals when they are challenged with LPS. Our work presents the first insight into the dynamic changes in gene expression in the liver that influences the induction, kinetics and clinical outcome of the APR in dairy cows.

## Background

Mastitis caused by *Escherichia coli *(*E. coli*) is a common disease in lactating dairy cows. During infection, lipopolysaccharide (LPS) released from the cell wall of *E. coli *rapidly induces a sophisticated inflammatory response. Locally it is characterized by recruiting leukocytes especially neutrophils to the injured mammary tissue, as well as activation of macrophages in the mammary gland to produce pro-inflammatory cytokines [1]. These pro-inflammatory cytokines include tumor necrosis factor-alpha (TNF-α), interleukin-1 (IL-1) and interleukin-6 (IL-6), which have profound roles in the inflammatory response. Systemic consequences are observed as the acute phase response (APR) phenomena such as fever, leukocytosis and altered plasma concentration of acute phase proteins (APP). LPS is a highly potent activator of the pro-inflammatory response during *E. coli *infection and is often used to simulate the gram negative mastitis. It provokes secretion of above pro-inflammatory cytokines which in turn activate or suppress expression of acute phase genes in hepatocytes, vascular endothelium and other target cells [2,3]. Although some extra-hepatic production occurs [4,5], the liver is thought to be the major contributor to the APP in the blood. APR is also commonly accompanied by a widespread change of metabolism [6].

The contribution of the liver to the circulating levels of cytokines and APP in vivo in cattle is not fully understood. In cattle, in vitro studies using Kupffer cells (liver macrophages) have shown an important contribution of liver to the cytokine production [7]. In vitro, recombinant bovine cytokines can stimulate the secretion of haptoglobin (HP) from bovine hepatocytes [8]. Furthermore, synthesis of serum amyloid A (SAA) was shown to be mainly regulated by TNF-α, IL-1, IL-6 and glucocorticoid via a network of transcription factors and antagonists [9]. Our previous study shows that liver has a great capacity to produce both pro- and anti-inflammatory cytokines and APP when dairy cows are infused LPS intra-mammary (IM) [10]. All these studies suggest a strong connection between cytokines activity and APP production in cattle during inflammation.

The biological functions of APP such as HP and SAA in the APR are only partly known. Although the APP is highly conserved during evolution [11], their presence and importance differ among animal species. The significantly elevated APP expression in liver and increased concentration in blood and milk during udder infection indicate a crucial role of these proteins in the host's anti-pathogen response to mastitis [10,12,13]. Other genes involved in the energy metabolism, integrity and function of hepatocytes are also expected to be regulated in the liver during the APR, and may influence the induction, kinetics and clinical outcome of the APR to LPS induced inflammation in dairy cows [3].

To gain a better insight into the genes and pathways involved in hepatic APR in dairy cows, we performed a global gene expression analysis of liver tissue sampled at different time points relative to intra-mammary exposure to LPS treatment.

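Liver RNA of 8 dairy cows was measured on the Affymetrix Bovine Genome Array, which holds 24128 probe sets, with 1 cow at 1 time point on each of 36 arrays. All 8 cows have an array at -22, 9 and 48 hours relative to LPS infusion, and 4 of them (cows 1, 3, 7 and 8) also at 3, 6 and 12 hours. The authors made the deposited values with GCRMA (background correction, quantile normalization and 1 log2 value per probe set and array), and their medians lie between 4.15 and 4.37 over the arrays at -22 hours. The number of cows and the spread between them limit the precision. A linear model with 1 mean per hour and no term for the cow was fitted with limma to all arrays. As in the methods of the paper, successive hours were compared with Bonferroni adjustment and a threshold of 0.01. The paper does not state whether the adjustment covers the comparisons together. Here a transcript counted as differentially expressed (DE) when its p, adjusted over all probe sets within a comparison, was below 0.01 in at least 1 of the 5 comparisons. Each hour was also compared with -22 hours, where an adjusted p below 0.05 (Benjamini-Hochberg, over all probe sets) counted as a change. A rise from, or a fall to, a value near the lower end of the scale gives a lower bound of the change. Log2 changes are against -22 hours and carry the standard error (SE) of limma, from 8 cows at -22, 9 and 48 hours and 4 at 3, 6 and 12 hours. A gene was read through its probe set with the highest mean over the arrays, among the 13292 that name a single gene (9155 genes). Lists of genes for 31 processes and 10 cell types were written before the data were examined. The paper reports these same arrays and names several of the processes, so the lists may not be independent of its findings. Their members were counted by the same adjusted p, and each list was tested with camera against all other genes, adjusted over lists and hours, both with the preset correlation of 0.01 between genes and with an estimated one.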

## Results

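Among the largest rises at 9 hours were those of ANKRD1, an ankyrin repeat protein, with a log2 change of 10.27 (SE 0.74, n = 8 cows, higher in all 8), and TNFRSF6B, a decoy receptor of the TNF receptor family, with 8.93 (SE 0.09). Their log2 values at -22 hours, 2.61 and 1.63, lie near the lower end of the scale, so both changes are lower bounds. Among the largest falls were those of CYP7A1, the rate-limiting enzyme of bile acid synthesis, at -10.09 (SE 0.47), and AKR1C3, an aldo-keto reductase, at -8.49 (SE 0.28). All 4 had the same direction in every cow. Of the 24128 probe sets, 5348 (22.2%) were DE between successive hours. From -22 to 3 hours 263 were DE, from 3 to 6 hours 1968, from 6 to 9 hours 1167, from 9 to 12 hours 672 and from 12 to 48 hours 3873. When the same 5 comparisons were adjusted together instead of one by one, 4610 were DE (19.1%). The counts fell to 3359 with only the 4 cows sampled at all 6 hours, and Benjamini-Hochberg adjustment below 0.01 gave 11936.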

Of the 24128 target transcripts measured by the microarray approximately 20% were differentially expressed (DE) at one or more time points relative to LPS treatment. A heatmap of the 4610 DE transcripts is shown in Figure 1. These transcripts were grouped into eight clusters and the average expression profile of each cluster is shown in Figure 2. 

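Against -22 hours, 844 probe sets were higher and 579 lower at 3 hours, 5618 and 5306 at 6 hours, 7725 and 5462 at 9 hours, and 5360 and 4559 at 12 hours. After median centring these were 822 and 732, 4719 and 5119, 5827 and 5365, and 5230 and 4542, so at 6 hours the larger share depends on the scaling. A change of at least 2-fold was seen in 678 probe sets at 3 hours, 5118 at 6 hours, 5814 at 9 hours and 5120 at 12 hours. Among the strongest at 6 hours were PTX3, a pentraxin of the acute phase, with a log2 change of 8.86 (SE 0.58), and ANKRD1 with 8.37 (SE 0.91). THRSP, a regulator of lipogenesis, changed by -8.05 (SE 0.63) and ALAS1, the first enzyme of heme synthesis, by -6.34 (SE 0.37). At 12 hours GPX3, a secreted glutathione peroxidase, had a log2 change of 8.00 (SE 0.94) and UGT2B10, a glucuronosyltransferase, one of -7.74 (SE 0.28). These 6 genes had the same direction in each of the 4 cows. Array weights raised the count at 3 hours to 3111, the 4 cows alone lowered it to 712, and leaving out cow 8 lowered it to 938.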

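The 5348 DE transcripts were grouped by hierarchical clustering over the 36 arrays (1 minus the Pearson correlation as the distance, complete linkage), the tree was divided into 8, and each cluster was matched to the profile of Fig. 2 with which its hourly means correlate most. The matched clusters hold 197 transcripts for the profile of cluster 1, 1740 for cluster 2, 1739 for cluster 4, 510 for cluster 6 and 655 for cluster 7. A further 3 clusters, with 365, 93 and 49 transcripts, lay nearest to the profile of cluster 5, and none lay nearest to that of cluster 3 or 8. The cluster of falling transcripts had a mean log2 value of 9.31 ± 0.08 (SD over 8 cows) at -22 hours and 7.12 ± 0.05 at 9 hours, and the largest cluster of rising ones 7.52 ± 0.15 and 9.37 ± 0.04. Genes of ribosome biogenesis made up part of the latter: 28 of the 30 measured belong to it, where 3.53 would be expected by chance (Fisher's exact test, one-sided, adjusted p = 5.85e-22). When the 4610 transcripts of the joint adjustment were clustered in the same way, a combination chosen after seeing the data, the 8 clusters held 82, 1146, 1010, 1610, 170, 310, 257 and 25 transcripts in the order of Fig. 2.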

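By the sign of the largest deviation of an hourly mean from that of -22 hours, 2914 of the 5348 DE transcripts went up and 2434 went down (54.5% up). Transcripts that went up include SLC7A5, an amino acid transporter, with a log2 change of 6.75 at 6 hours (SE 0.29), CTSL, a lysosomal protease, with 6.99 at 9 hours (SE 0.46), and GNMT, a glycine methyltransferase, with 7.16 at 12 hours (SE 0.36). Transcripts that went down include KLB, the co-receptor of FGF21, with -7.62 at 9 hours (SE 0.30), CYP1A1, an enzyme of drug metabolism, with -6.65 (SE 0.22), and PDZK1, a scaffold protein, with -6.95 at 12 hours (SE 0.43). Every cow showed these directions (8 cows at 9 hours, 4 at 6 and 12 hours). By cluster, 2444 transcripts lie in clusters matched to rising profiles and 2249 in those matched to falling ones. The former include the cluster of 49, whose match is weak (r = 0.601) and whose largest deviation is a fall (-1.60 at 12 hours). No test was made of the direction of single clusters.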

Most transcripts exhibit a single upward or downward wave with the expression of 2408 transcripts increased (cluster 1, 2, 3 and 5) and 1945 transcripts decreased (cluster 4, 6 and 8), respectively, over the time course measured. However some transcripts showed a bimodal expression pattern between 6 and 12 hours after LPS treatment (cluster 7, n = 257). 

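The cluster matched to the bimodal profile holds 655 of the DE transcripts. ARG1, the arginase of the urea cycle, belongs to it, with a log2 change of -0.45 at 6 hours (SE 0.12, lower in 4 of 4 cows) and 0.90 at 12 hours (SE 0.12, higher in 4 of 4). RPA1, a DNA-binding protein of replication, had -0.79 at 6 hours (SE 0.13) and 0.65 at 12 hours (SE 0.13), in each case with the same sign in the 4 cows. SPP1, which encodes osteopontin, also lies in it, although it was higher at 6 hours, with 2.33 (SE 0.51), and at 12 hours, with 6.18 (SE 0.51). The number in this cluster depends on how the clusters are formed: 387 when hourly means were clustered and 257 with the transcripts of the joint adjustment, chosen after seeing the data.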

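At 3 hours SLCO4A1, an organic anion transporter, was among the genes with the largest rises, with a log2 change of 7.35 (SE 0.40, n = 4 cows against 8 at -22 hours). The transcription factors MYC and EGR1 rose by 6.04 (SE 0.41) and 6.02 (SE 0.85). Of the 19 measured immediate early and inflammatory transcription factors, 13 were higher and none was lower (14 higher when adjusted over the list alone), with adjusted p = 0.013 from camera with an estimated correlation. IHH, a hedgehog ligand, changed by -3.43 (SE 0.27) and ID3, an inhibitor of helix-loop-helix factors, by -3.08 (SE 0.26). Each of these named genes moved the same way in all 4 cows. Of the 263 transcripts DE between -22 and 3 hours, 217 were higher and 46 lower at 3 hours. The largest deviation fell at 3 hours in 112 DE transcripts, 98 of them higher and 14 lower.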

Transcripts from clusters 1 and 8 responded rapidly within 3 hours after LPS treatment. 

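The largest deviation from -22 hours fell at 6 hours in 1396 of the DE transcripts, at 9 hours in 1788 and at 12 hours in 1957, together 5141 of 5348 (96.1%). HOPX, a homeodomain protein, reached a log2 change of 6.64 at 12 hours (SE 0.63), and TNFRSF12A, a receptor of the TNF family, 6.56 (SE 0.47). RFLNA, an actin-associated protein, reached 6.76 at 9 hours (SE 0.38). NFATC3, a transcription factor, and PPP1R3B, a glycogen-targeting subunit of protein phosphatase 1, were lowest at 9 hours, with -6.52 (SE 0.16) and -6.93 (SE 0.24). All cows with both arrays, 8 at 9 hours and 4 at 6 or 12 hours, moved in the same direction for these genes. With hourly medians in place of means, 5131 transcripts had their largest deviation at 6 to 12 hours.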

The majority of transcripts exhibited a maximal deviation from baseline at 6–12 hours post LPS infusion (cluster 2, 3, 4, 5, and 6). Most transcripts returned to baseline at 48 hours after LPS treatment.

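At 48 hours some genes stood far from their level at -22 hours. GPX3 still had a log2 change of 6.05 (SE 0.77), MT1A, a metallothionein, 5.97 (SE 0.57), and the acute phase protein SAA3 5.47 (SE 0.44), each higher in 8 of 8 cows. ATF3 and MYC, transcription factors of the early response, changed by -2.50 (SE 0.33) and -1.65 (SE 0.33). Of the 5348 DE transcripts, 5173 (96.7%) did not differ from -22 hours at a Bonferroni-adjusted p of 0.01, 3541 (66.2%) did not at a Benjamini-Hochberg-adjusted p of 0.05, and 3923 (73.4%) lay within 25% of their largest deviation. Over all probe sets, 4329 were higher and 2941 lower at 48 hours (59.5% higher of those changed). When each array was centred on the median of its probe sets with a mean log2 value of at least 5, which shifts this comparison by 0.13 on the log2 scale, 11002 were higher and 2000 lower (84.6% higher). Before centring, the median log2 change of the brighter probe sets was -0.09. Of the 371 probe sets past a Bonferroni-adjusted p of 0.01, 145 were higher. With a change of at least 2-fold, 272 were higher and 231 lower. The share that was higher at 48 hours therefore depends on the scaling and the threshold. The count of 7270 changed probe sets was 4740 without the 48 hour array of cow 2, 4611 without the -22 hour array of cow 1 (both left out after seeing the data) and 1436 with the 4 cows sampled at all hours. Leaving out any 1 cow gave 3580 to 9761, with 4113 without cow 3 and 4018 without cow 4, so the count depends on the cows included and not on those 2 arrays alone.

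**Figure D1:**
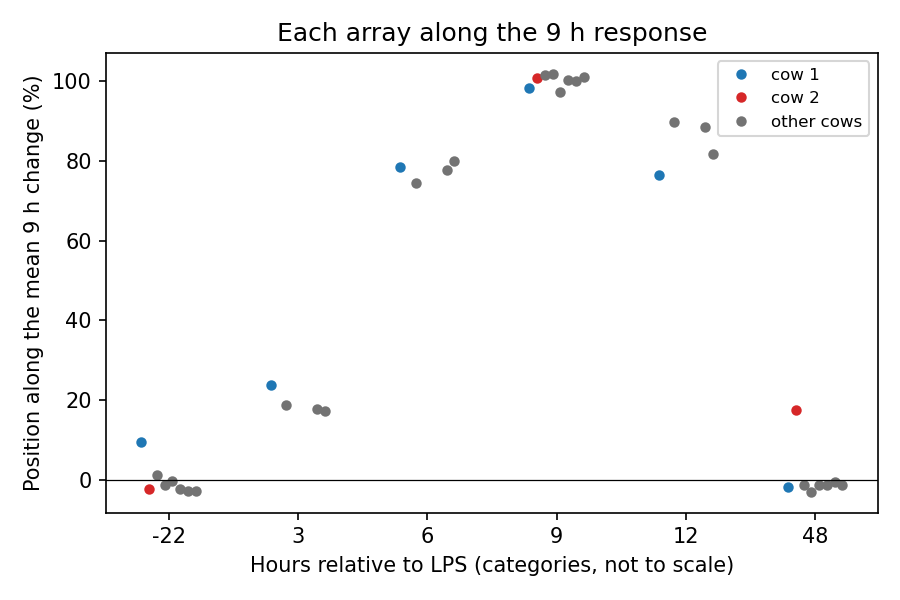
Position of each of the 36 arrays along the mean 9 hour change, in percent (0 is the mean at -22 hours, 100 the mean at 9 hours), with 1 point per cow and time point. The array of cow 2 at 48 hours lies at 17.6% and that of cow 1 at -22 hours at 9.60%, apart from the other cows of their hour.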

**Figure 1:**
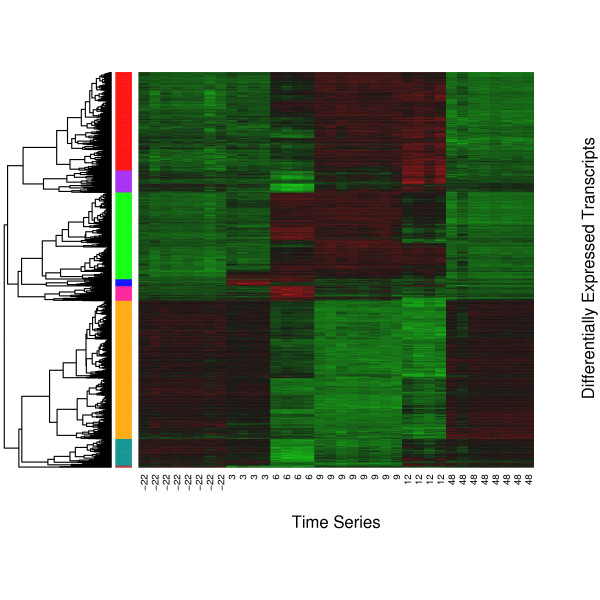
**Heatmap of differentially expressed transcript sets**. 4610 transcripts were differentially expressed (adjusted *P *< 0.01). Normalized intensity values of transcripts (rows) are ordered using Centered Pearson correlation and hierarchical clustering. The dendrogram show the similarity (distance) of expression profile of transcripts and is divided into 8 sub-trees as indicated in the color bar. Arrays (columns) are grouped according to the sampling time which varies from -22 to 48 hours subject to LPS infusion. Red and green colors reflect the high and low intensities respectively.

**Figure 2:**
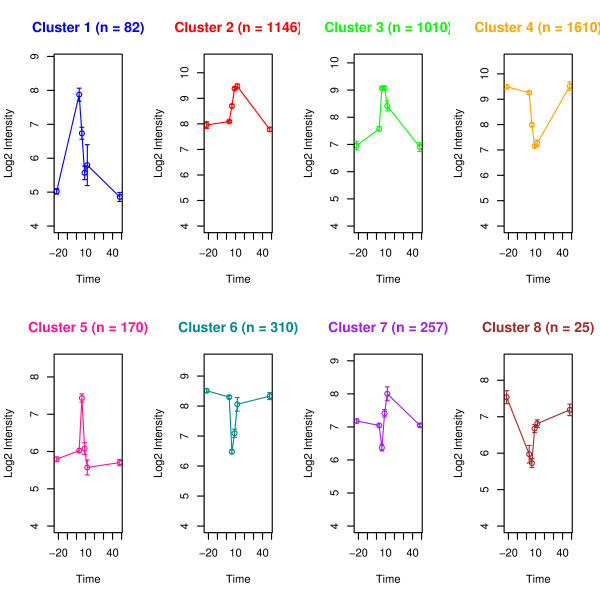
**Expression profile of individual cluster**. Each expression profile corresponds to a sub-tree (color match) in Figure 1. The cluster size (number of transcripts) is shown inside parenthesis. Y-axis represents the average value of log2-transformed expression intensity and x-axis represents the time series chronologically (-22, 3, 6, 9, 12, 48) subject to LPS treatment. A description of the genes included in each clusters are given in the result section.

Overrepresentation of gene sets defined by the Biological Process (BP) of Gene Ontology (GO) was tested within each cluster. The BPs shown in Figure 3 was overrepresented in at least one cluster (*p *< 0.01). **Cluster 1 **contains 82 transcripts and the average expression was characterized by a rapid increase within 3 hours after LPS treatment that is followed by a quick return to the baseline (cluster 1 in Figure 2). 

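The 197 transcripts of the cluster matched to this profile had a mean log2 value of 5.62 ± 0.16 (SD over 8 cows) at -22 hours, 8.45 ± 0.05 at 3 hours (4 cows) and 8.32 ± 0.15 at 6 hours, then 7.28 ± 0.19 at 9 hours, 6.98 ± 0.55 at 12 hours and 5.49 ± 0.19 at 48 hours. FOS, an early transcription factor of this list of inflammatory genes, had a log2 change of 5.69 at 3 hours (SE 0.59, higher in 4 of 4 cows). ADAMTS4, a secreted metalloprotease, had one of 5.78 (SE 0.65, higher in 4 of 4).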

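Genes of 6 lists were over-represented in the cluster with the rapid rise, which names 90 genes of the 9155 measured. Chemokines, which attract leukocytes, gave 7 of their 22 measured genes to it, where 0.216 would be expected (Fisher's exact test, one-sided, adjusted p = 3.7e-08 over lists and clusters). Immediate early and inflammatory transcription factors gave 7 of 19 (adjusted p = 1.6e-08), and genes of Toll-like receptor and NF-kappaB signaling 6 of 25 (adjusted p = 3.6e-06). Cytokines and their receptors gave 4 of 35 (adjusted p = 0.0081), genes of JAK-STAT signaling and SOCS 3 of 17 (adjusted p = 0.012) and genes of apoptosis 3 of 21 (adjusted p = 0.020). With only the brighter genes as background the 6 lists still passed. These lists are not the Gene Ontology terms of the paper, which the deposited data do not contain.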

A significant proportion of the genes in this cluster are involved in immune and inflammatory responses (GO:0006954; GO:0006955), chemotaxis (GO:0006935), cyclooxygenase pathway (GO:0019371) and macrophage differentiation (GO:0030225). It includes genes encoding IL-1 alpha and beta, chemokine (C-X-X motif) ligand 1 (CXCL1), chemokine (C-C motif) ligand 2 (CCL2), ligand 8 (CCL8), prostaglandin-endoperoxide synthase 2 (PTGS2, also known as cyclooxygenase-2, COX-2), colony stimulating factor 1 (macrophage, CSF1) and CCAAT/enhancer binding protein delta (CEBPD). **Cluster 2 **contains 1146 transcripts whose maximum expression occurred at 9–12 hours (cluster 2 in Figure 2). 

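At 3 hours the cytokines IL1A and IL1B had log2 changes of 5.19 (SE 0.38) and 4.65 (SE 0.26). The chemokines CCL2 and CCL8, which attract monocytes, had 6.48 (SE 0.72) and 5.47 (SE 0.37), and CXCL1 (named GRO1 in the annotation) 2.38 (SE 0.29). PTGS2, the inducible cyclooxygenase, had 5.92 (SE 0.71), CSF1, the growth factor of macrophages, 2.88 (SE 0.27) and CEBPD, a transcription factor of the acute phase, 2.10 (SE 0.41, adjusted p = 0.00071). All 8 were higher in 4 of 4 cows. By 9 hours IL1A was back at -0.10 (SE 0.31) and CXCL1 at 0.47 (SE 0.24), while CCL2 was still at 3.01 (SE 0.59). Of these genes, 7 were DE through their brightest probe set and lie in the cluster matched to this profile. CEBPD was DE through its other probe sets only. A further probe set of PTGS2 and one of CSF1 did not change at 3 hours.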

The overrepresented BP are phosphorylation (GO:0016310) and negative regulation of receptor mediated endocytosis (GO:0048261). This cluster includes toll interacting protein (TOLLIP), CD97, epidermal growth-factor receptor (EGFR), signal transducer and activator of transcription 3 (STAT3), AMP-activated protein kinase beta 1 non-catalytic subunit (PRKAB1) as well as HP. **Cluster 3 **contains 1010 transcripts whose expression increased 3 hours after LPS infusion and have a maximum expression at 6 to 9 hours (cluster 3 in Figure 2). 

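TOLLIP, an adaptor of the IL-1 receptor pathway, had a log2 change of 1.83 at 9 hours (SE 0.12), and CD97 (ADGRE5), an adhesion receptor of leukocytes, 2.35 at 12 hours (SE 0.23). STAT3, a transcription factor of IL-6 family cytokines, reached 3.08 at 9 hours (SE 0.19), and PRKAB1, a regulatory subunit of AMP-activated protein kinase, 0.97 (SE 0.15). These 4 genes were higher in every cow and lie in the cluster matched to this profile. EGFR, the receptor of epidermal growth factor, was highest at 6 hours, with 2.09 (SE 0.19, higher in 4 of 4 cows), and was not DE between successive hours. HP, which encodes haptoglobin, was at 4.13 at 9 hours (SE 0.77, adjusted p = 2.7e-05, higher in 8 of 8) and also not DE. Its log2 value at -22 hours was 11.81 ± 3.24 (SD, n = 8), a wide spread between cows. At 9 hours it was 15.94 ± 0.04 (n = 8), near the highest value of any probe set on any array, 16.37. The rise of HP may therefore be larger than the change given.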

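Of 35 measured cytokines and their receptors, 16 were higher and 4 lower at 9 hours (the same when adjusted over the list alone). IL1R1, a receptor of IL-1, had a log2 change of 2.79 (SE 0.21) and IFNAR1, a receptor of type I interferon, 3.62 (SE 0.36). IL1RAP, the partner of IL1R1, had -2.74 (SE 0.24, lower in 8 of 8 cows). As a list they did not pass at 9 hours (adjusted p = 0.187 from camera), while at 3 hours 13 were higher and none lower (15 higher over the list alone), with adjusted p = 0.0144 from camera with an estimated correlation. Of 21 genes of apoptosis, 5 were higher and none lower at 3 hours (7 higher over the list alone), with adjusted p = 0.0189 with an estimated correlation. At 9 hours 13 were higher and 1 lower (the same over the list alone), among them GADD45B with 4.65 (SE 0.41) and BIRC3 with 3.80 (SE 0.33), both higher in 8 of 8 cows. At that hour camera gave an adjusted p = 0.0099 for this list and an adjusted p = 0.0997 with an estimated correlation. With complete linkage over all arrays no cluster of the 5348 DE transcripts lay nearest to a profile with a rise at 3 hours and a maximum at 6 to 9 hours. Average linkage and hourly means gave such a cluster, of 2314 and 527 transcripts. The transcripts of the joint adjustment, chosen after seeing the data, also gave one, of 1010. The lists were not tested within these clusters.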

Involved BP are cytokine and chemokine mediated signaling pathway (GO:0019221), positive regulation of inflammatory response (GO:0050729), negative regulation of signal transduction (GO:0009968), heterophilic cell adhesion (GO:0007157) and apoptosis (GO:0006915). 

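At 6 hours TLR2, a receptor of bacterial lipoproteins, had a log2 change of 2.96 (SE 0.40), MYD88, its adaptor, 2.02 (SE 0.19), TNFRSF1A, a receptor of TNF, 2.41 (SE 0.13) and RELA, the p65 subunit of NF-kappaB, 1.43 (SE 0.10). Genes that were already high at 3 hours were the NF-kappaB inhibitor NFKBIA, at 4.22 (SE 0.29), JUN at 3.02 (SE 0.28), the IL-1 antagonist IL1RN at 3.85 (SE 0.36), SOCS3 at 5.17 (SE 0.49) and the adhesion molecule ICAM1 at 3.22 (SE 0.28). SAA3 reached 6.48 at 9 hours (SE 0.44) and the lipoprotein receptor SCARB1 1.99 (SE 0.13). Each of these was higher in all cows with both arrays (4 at 3 and 6 hours, 8 at 9 hours), and each was DE. The brightest probe set of CD40 (TNFRSF5) had -0.48 at 9 hours (SE 0.27, adjusted p = 0.118, past the threshold as a fall with the cow as a term in the model), while its other probe set had 3.23 (SE 0.35, higher in 8 of 8), so the mean of both is 1.37. ORM1, which encodes alpha-1 acid glycoprotein, had a change of 0.00 at 9 hours (SE 0.13, higher in 2 of 8 cows). The 4 probe sets of PPARGC1A, a coactivator of metabolic transcription, had changes of 2.76, 1.75, 2.99 and 2.53 at 9 hours, each higher in 8 of 8 cows, and 1 of the 4 was DE.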

The DE transcripts include the genes encoding toll-like receptor 2 (TLR2), tumor necrosis factor receptor superfamily, member 1A (TNFRSF1A), member 5 TNFRSF5, interleukin 1 receptor antagonist (IL1RN), myeloid differentiation primary response gene 88 (*MYD88*), NF-kappaB (NFKB) transcription factor p65 subunit (human homolog NFKB3), NF-kappaB inhibitor alpha (NFKBIA), activating protein-1 AP1 (also known as JUN), suppressor of cytokine signaling 3 (SOCS3) and APP SAA3 and alpha-1 acid glycoprotein (AGP) as well as intercellular adhesion molecule 1 (CD54 or ICAM-1), peroxisome proliferator activated receptor gamma coactivator 1 alpha (PPARGC1A/PGC-1/PGC-1α) and scavenger receptor class B, member 1 (SCARB1). **Cluster4 **contains 1610 transcripts whose expression was down regulated with a minimum at 9 to 12 hours after LPS administration (cluster 4 in Figure 2). 

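Genes of 4 metabolic lists were over-represented in the cluster matched to the falling profile, which names 845 of the 9155 genes. Of 42 genes of amino acid catabolism and the urea cycle, 19 lie in it, where 3.88 would be expected (Fisher's exact test, one-sided, adjusted p = 3.7e-08 over lists and clusters). Fatty acid oxidation and ketogenesis gave 17 of 26 (adjusted p = 1.9e-10), cytochrome P450 and conjugating enzymes 19 of 30 (adjusted p = 3.0e-11) and bile acid synthesis and transport 6 of 12 (adjusted p = 0.0081). GLS2, a glutaminase, had a log2 change of -4.80 at 9 hours (SE 0.28) and CPT2, an enzyme of mitochondrial fatty acid uptake, -3.09 (SE 0.09), both lower in 8 of 8 cows. The negative acute phase proteins gave 6 of 15 (adjusted p = 0.024), which was not past the threshold with only the brighter genes as background (adjusted p = 0.161).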

The enriched biological processes are related to the amino acid metabolic process (GO:0006520), glucose metabolic process (GO:0006006), lipid metabolic process (GO:0006629), fatty acid metabolic process (GO:0006631), steroid biosynthetic process (GO:0006694) and proteolysis (GO:0006508). 

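At 9 hours PCK1, a key enzyme of gluconeogenesis, had a log2 change of -3.74 (SE 0.24), SERPINA6, the corticosteroid-binding globulin, -1.85 (SE 0.27), the prolactin receptor PRLR -2.44 (SE 0.15) and C4BPB, a subunit of a complement inhibitor, -0.81 (SE 0.10). The mannose-binding lectins MBL1 and MBL2 had -1.37 (SE 0.15) and -2.43 (SE 0.15). All 6 were lower in 8 of 8 cows and were DE, 5 of them in the cluster matched to the falling profile and PCK1 in that matched to the profile of cluster 6. G6PC, the catalytic subunit of glucose-6-phosphatase (G6PC1 in the annotation), had 0.71 at 9 hours through its brightest probe set (SE 0.20, adjusted p = 0.0034, higher in 8 of 8 cows) and 3.86 through the other (SE 0.29, higher in 8 of 8). With only the 4 cows sampled at all hours its brightest probe set was at 0.59 and no longer past the threshold.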

Among the genes in this cluster are phosphoenolpyruvate carboxykinase 1 (PCK1), glucose-6-phosphatase catalytic subunit (G6PC), corticosteroid-binding globulin (CBG) precursor and prolactin receptor (PRLR), as well as complement component 4-binding protein, beta (C4BPB) and mannose-binding lectin (MBL). **Cluster 5 **contains 170 transcripts which were up regulated temporarily from 3 to 6 hours (cluster 5 in Figure 2) and return to the baseline within 12 hours. The involved biological processes are response to DNA damage stimulus (GO:0006974), activation of pro-apoptotic gene products (GO:0008633) and DNA metabolism (GO:0006259). The DE transcripts include the gene encoding chemokine (C-C motif) ligand (CCL20). **Cluster 6 **contains 310 transcripts which were down regulated temporarily between 3 to 6 hours and returned to the baseline within 12 hours (cluster 6 in Figure 2). 

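CCL20, a chemokine that attracts lymphocytes and dendritic cells, had a log2 change of 4.41 at 3 hours (SE 0.37) and 5.36 at 6 hours (SE 0.37), higher in 4 of 4 cows at both. It was at 0.03 at 9 hours (SE 0.30, adjusted p = 0.939) and at 1.03 at 12 hours (SE 0.37, higher in 3 of 4 cows). It was DE and lies in the cluster matched to the profile of cluster 1. The largest of the 3 clusters matched to the profile of cluster 5 had a mean log2 value of 5.72 ± 0.08 (SD over 8 cows) at -22 hours and 7.82 ± 0.09 at 6 hours (4 cows). MCL1, an inhibitor of apoptosis, lies in a cluster with this profile and had a log2 change of 2.56 at 6 hours (SE 0.23, higher in 4 of 4 cows).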

Cytoskeletal anchoring (GO:0007016) was found overrepresented and this cluster includes genes encoding 6-phosphofructo-2-kinase (PFKFB2), suppressor of cytokine signaling 2 (SOCS2) and hepatocyte nuclear factor 3 (HNF-3) alpha. **Cluster 7 **contains 257 transcripts. 

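PFKFB2, an enzyme that sets the level of fructose 2,6-bisphosphate, had a log2 change of -3.50 at 6 hours (SE 0.28, lower in 4 of 4 cows) and was still lower at 12 hours, with -1.20 (SE 0.28). A further probe set had -5.17 at 6 hours (SE 0.28). SOCS2, a suppressor of cytokine signaling, was higher at 3 hours, with 1.01 (SE 0.29, higher in 4 of 4), lower at 9 hours, with -0.84 (SE 0.24, lower in 7 of 8), and higher at 48 hours, with 1.37 (SE 0.24, higher in 8 of 8). Both genes lie in the cluster matched to this profile, whose mean log2 value went from 8.42 ± 0.06 (SD over 8 cows) at -22 hours to 6.33 ± 0.06 at 6 hours (4 cows). Of 28 genes of the cytoskeleton, 12 were higher and 5 lower at 9 hours (12 and 6 when adjusted over the list alone), and the list was over-represented in no cluster. No probe set names the gene of hepatocyte nuclear factor 3 alpha.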

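The 655 transcripts of the cluster matched to the bimodal profile had a mean log2 value of 7.71 ± 0.09 (SD over 8 cows) at -22 hours, 7.66 ± 0.03 at 3 hours (4 cows) and a lower one at 6 hours. The mean was 8.22 ± 0.07 at 9 hours and 8.68 ± 0.16 at 12 hours, and 7.52 ± 0.03 at 48 hours (8 cows). G6PC, through its weaker probe set (G6PC1), belongs to this cluster and had a log2 change of 1.08 at 6 hours (SE 0.36) and 3.73 at 12 hours (SE 0.36), higher in 4 of 4 cows at both hours.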

The expression profile of these genes is bimodal and is characterized by a decrease from 3 to 6 hours followed by a rapid increase from 6 to 12 hours and then returning to baseline at 48 hours (cluster 7 in Figure 2). Genes involved in cellular homeostasis (GO:0019725) and mitochondrial transport along microtubule (GO:0047497) are overrepresented. **Cluster 8 **contained 25 transcripts which rapidly declined within 3 hours (cluster 8 in Figure 2). Regulation of transcription by RNA polymerase II promoter (GO:0006357) and regulation of transcription (GO:0045449) are the overrepresented biological processes and it includes CCAAT/enhancer binding protein alpha (CEBPA).

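CEBPA, a transcription factor of differentiated hepatocytes, had a log2 change of -1.75 at 6 hours (SE 0.28, lower in 4 of 4 cows) and 0.02 at 12 hours (SE 0.28). It was not DE between successive hours when Bonferroni adjustment was made within each comparison, but was DE with the cow as a term in the model. Of 15 transcription factors of hepatocytes, 3 were higher and 7 lower at 9 hours (3 and 8 when adjusted over the list alone), and the list did not pass at that hour (adjusted p = 0.0816 from camera, adjusted p = 0.284 with an estimated correlation). RXRA, a partner of nuclear receptors, had -2.55 (SE 0.12) and HNF4A -2.40 (SE 0.25), both lower in 8 of 8 cows, while FOXA3 was higher, with 2.02 (SE 0.32). At 3 hours 6 of the 15 were lower and none higher (7 lower over the list alone), with adjusted p = 0.033 from camera with an estimated correlation. With complete linkage over all arrays no cluster of the DE transcripts lay nearest to the profile of cluster 8. Average linkage gave such a cluster, of 8 transcripts. The transcripts of the joint adjustment, chosen after seeing the data, gave one of 25.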

**Figure 3:**
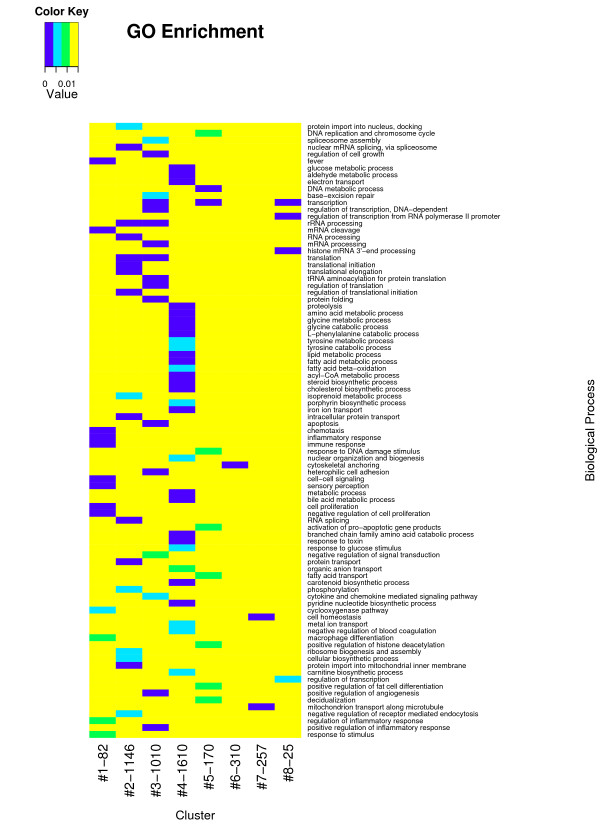
**Gene Ontology enrichment in individual cluster**. In total 89 GO biological processes (rows) are overrepresented (*p *< 0.01) within the 8 clusters. Each cluster (columns) corresponds to a sub-tree mapped in Figure 1, with the expression profile and size illustrated in Figure 2. Referring to the scale of color key, each lane stands for the *P *value of overrepresented GO-BP within each cluster. The yellow background stands for the non-significance (*p *> 0.01).

The performance and sensitivity of the microarray analysis was validated against quantitative PCR (Q-PCR) performed on the same liver tissue samples [10]. Seven inflammatory markers including the pro- and anti-inflammatory cytokine TNF-α, IL-1β, IL-6 and IL-10 and the APP HP, SAA3 and AGP were tested. All markers, except AGP were found to be significantly up regulated when measured using Q-PCR [10]. The expression profiles from the microarray showed the same trends as Q-PCR for most investigated markers except AGP and IL-6 (Figure 4). 

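On the array the mean log2 signal of HP corresponds to 3586 at -22 hours and 42627 at 3 hours, and that of SAA3 to 209.8 at -22 hours and 18689 at 9 hours. The signal of ORM1, which encodes AGP, was 48201 at -22 hours and 48247 at 9 hours. IL6 lay between 5.85 and 12.0 at all hours, and TNF between 4.96 and 5.54. IL1B went from 18.1 at -22 hours to 453.7 at 3 hours, and IL10 from 6.01 to 21.6 at 6 hours. These are powers of 2 of the hourly means over 8 cows at -22, 9 and 48 hours and 4 at the other hours. For HP the mean of the signals themselves was 13623 at -22 hours (SD 15393) and 43813 at 3 hours (SD 11716). Of the 7 genes, 3 (SAA3, IL1B and IL10) had a Bonferroni-adjusted p below 0.05 from limma at 1 hour or more, and 5 (also HP and IL6) had a Benjamini-Hochberg-adjusted p below 0.05. Without the arrays of cow 3, 7 or 8, SAA3 and IL1B remained past the Bonferroni threshold and IL10 did not.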

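IL1B, a cytokine of the early response to endotoxin, was higher than at -22 hours at 6 hours, with a log2 change of 2.37 (SE 0.26, higher in 4 of 4 cows, Bonferroni-adjusted p = 8.4e-06 from limma), and at 9 hours, with 1.45 (SE 0.21, higher in 8 of 8, Bonferroni-adjusted p = 0.0036). IL10, an anti-inflammatory cytokine, was higher at 6 hours, with 1.85 (SE 0.26, higher in 4 of 4, Bonferroni-adjusted p = 0.0012). At 3 hours IL10 was at 0.97 (SE 0.26, higher in 4 of 4), which passed Benjamini-Hochberg adjustment (adjusted p = 0.0179 from limma) and not Bonferroni. The second probe set of IL1B had 4.91 at 3 hours (SE 0.37) and 1.48 at 9 hours (SE 0.30), where it did not pass Bonferroni adjustment (Bonferroni-adjusted p = 0.551 in limma).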

Among the cytokines IL-1β and IL-10 were significantly up regulated on the microarray, but not TNF-α and IL-6. To ensure a low false discovery rate we have chosen to adjust for multiple testing using the stringent Bonferroni method. This means that some genes with significantly low raw p-values which is the case for TNF-α and IL-6 will be deemed non differentially expressed after adjusting for multiple testing although the expression profile of TNF-α is very similar to that observed by Q-PCR. Also the two technologies have different sensitivity, because Q-PCR has a 40-cycle amplification while the Affymetrix array is loaded with cRNA that is amplified normally no more than 2 cycles. This means that inflammatory cytokine which normally are present in picogram or nanogram in blood and liver are easier detected using Q-PCR. In contrast, the APP that often are present in microgram or milligram in the blood of diseased individuals, were all found to be significantly up regulated on the microarray.

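TNF, a cytokine released early after endotoxin, had a log2 change of 0.16 at 3 hours (SE 0.06, higher in 3 of 4 cows, adjusted p = 0.0997 from limma by Benjamini-Hochberg). Its mean log2 value at -22 hours was 2.31 ± 0.03 (SD, n = 8), near the lower end of the array's scale. IL6, an inducer of acute phase proteins, had 1.01 at 12 hours (SE 0.38, higher in 4 of 4 cows, adjusted p = 0.0310 from limma by Benjamini-Hochberg) and did not pass Bonferroni adjustment. The change of IL6 rests on cow 7, whose value was 6.56 when the other 3 cows lay between 2.54 and 2.63. Without cow 7 it was 0.04, and with the cow as a term in the model (replicate block) it was 1.00 and no longer past the threshold.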

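SAA3, one of the main acute phase proteins of cattle, was higher at 3 hours, with a log2 change of 4.61 (SE 0.54, Bonferroni-adjusted p = 2.7e-05 from limma), and at 12 hours, with 6.15 (SE 0.54, Bonferroni-adjusted p = 2.8e-08), in 4 of 4 cows each. HP, which binds free hemoglobin, was at 3.97 at 6 hours (SE 0.95, higher in 4 of 4) and did not pass Bonferroni adjustment, while its Bonferroni-adjusted p at 9 hours was 0.189. ORM1 (AGP) had -0.11 at 6 hours (SE 0.16, higher in 3 of 4 cows) and 0.07 at 3 hours (SE 0.16, higher in 4 of 4). Its log2 value at -22 hours was already 15.56 ± 0.34 (SD, n = 8). Each cow is counted against its own array, and the change is against the mean of 8 cows, so the signs can differ.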

**Figure 4:**
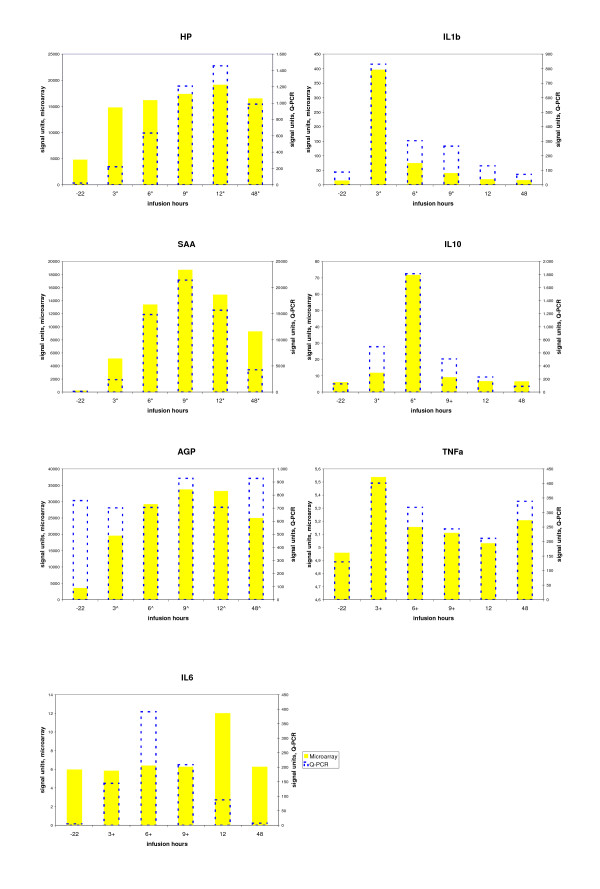
**Comparing the expression profile of 7 selected genes measured using Q-PCR and microarray**. The mRNA expression of *HP*, *SAA3*, *AGP*, *IL-1β*, *IL-6 *and *IL-10 *and *TNF-α *were detected using Q-PCR (blue unfilled bar) and microarray (yellow solid bar) technologies. The height of the bar indicates the average signal units. Left (right) Y-axis is the scale of microarray (Q-PCR) data. Asterisk (*), caret (^) and plus (+) symbol in the bottom indicate significant (p < 0.05) DE when comparing a time point after LPS treatment (3, 6, 9, 12 or 48 hours) to -22 hours before the infusion. Asterisk indicates significance in both microarray and Q-PCR; caret and plus indicate significance only in microarray or Q-PCR respectively. The signal units for microarray are the intensities before the log base 2 scale transform and the asterisk and caret signs for microarray are the p values after Bonferroni correction.

## Discussion

This study presents the first global gene expression profiling of the hepatic APR in dairy cows following intra-mammary exposure to LPS. Clinical findings (e.g. fever, high somatic cell count (SCC) in the milk, temporary leukopenia, leukocytosis) verified the induction of mastitis inflammation by LPS. The bovine array data strongly support that the hepatic APR is triggered by the activation of the signaling pathways that are involved with common and hepatic-specific transcription factors and pro-inflammatory cytokines. These mediators in turn stimulates or represses the expression of genes encoding APP, collectins, complement components, chemokines, cell adhesion molecules and key metabolic enzymes during APR. Hormones, anti-inflammatory and hypothalamus-pituitary-adrenal axis (HPAA) linked mediators also seem to participate in the modification of APR. The alteration of these acute phase genes is thought to be responsible for the observed systemic APR phenomena.

The overall gene expression pattern of the hepatic APR in dairy cows depicts what has been found in other animal LPS models such as mice, canine and sheep using different LPS application routes. In the liver of mice given intraperitoneal (i.p.) LPS there was an up regulation of genes involved in defense and immunity, and intracellular signaling while genes involved in metabolism of fatty acid, bile acid and cholesterol were down regulated [3]. Similar findings in the liver of intravenous (i.v.) LPS-challenged sheep [14,15] and canine [16] suggests that the changes in the gene expression we have in the bovine liver during APR is a common response in mammalian species. In the following sections, changes in individual gene expressions in LPS challenged dairy cows will be discussed in relation to the existing and general knowledge of the hepatic APR.

### Initiation of APR in liver

LPS IM infusion induces systemic APR, which in the liver is associated with the pro-inflammatory cytokines produced by the activated macrophages. CD14 and TLR4 are the cell membrane proteins which bind LPS and may trigger the signaling pathways of macrophages activation [17,18]. TLR2 also has a recognizable role in the inflammatory activation of liver shown in mice by i.p. LPS treatment [19]. *TLR2-MYD88 *elicits the signaling cascades that activate *AP1 *and *NFKB *[20]. The latter promotes the transcription of *IL-6 *and *TNF-α *[21,22]. We observed that the expressions of *TLR2*, *MYD88*, *AP1 *and p65 subunit (*NFKB3*) of NFKB complex, its inhibitor (*NFKBIA*), both *IL-1α *and *IL-1β*, and IL-1 receptor antagonist *IL1RN *were all up regulated. 

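Of 25 measured genes of Toll-like receptor and NF-kappaB signaling, 11 were higher and none lower at 3 hours (14 higher when adjusted over the list alone), and 19 were higher and 1 lower at 9 hours (20 and 1). The list was higher than other genes at 3 hours (adjusted p = 0.011 from camera with an estimated correlation). At 9 hours its call rests on the preset correlation (adjusted p = 0.00037, but adjusted p = 0.177 with an estimated correlation). BCL3, an inhibitor of the NF-kappaB family, had a log2 change of 3.80 at 3 hours (SE 0.26). At 9 hours IRAK1, a kinase below the Toll-like receptors, had 2.78 (SE 0.09) and NFKBIB, a further inhibitor, 3.15 (SE 0.18). The IL-1 antagonist IL1RN reached 4.44 at 6 hours (SE 0.36), and the LPS receptor components TLR4 and CD14 reached 2.40 (SE 0.41) and 0.72 (SE 0.16). The genes named here were higher in all cows with both arrays.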

Although the increased expression of *IL-6 *and *TNF-α *is less dramatic when measured using the microarray, it is significant using Q-PCR [10]. 

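TNFRSF1A, a receptor of TNF, had a log2 change of 2.62 at 9 hours (SE 0.11) and 1.87 at 12 hours (SE 0.13), higher in 8 of 8 and 4 of 4 cows. TOLLIP, an adaptor of the IL-1 receptor, had 1.35 at 6 hours (SE 0.14) and 1.68 at 12 hours (SE 0.14), higher in 4 of 4. The brightest probe set of CD40, a receptor of the TNF family, was at 0.22 at 3 hours (SE 0.33) against the mean of 8 cows. Within cows CD40 was higher by this probe set in 1 of 4. Its other probe set was higher at 3 hours, with 4.66 (SE 0.43), and at 6 hours, with 4.98 (SE 0.43), in 4 of 4 cows, and was DE.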

Increased expression was also observed in the cytokine receptors like *TNFRSF1A *and *TNFRSF5 *(*CD40*), and the component of receptor pathway such as *TOLLIP*, which is an essential element of the IL-1 receptor signaling pathway [23].

Hormones are another family of key mediators involved in APR. We found a decreased expression of prolactin receptor (*PRLR*), similar to that shown in hepatic tissue after i.p. 

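PRLR, the receptor of prolactin, had its lowest value at 12 hours, with a log2 change of -4.17 (SE 0.19, lower in 4 of 4 cows), and was higher than before LPS at 48 hours, with 1.61 (SE 0.15, higher in 8 of 8). Of 25 measured genes of the growth hormone and IGF axis and of hormone receptors, 3 were higher and 14 lower at 9 hours (5 and 14 when adjusted over the list alone). THRA, a thyroid hormone receptor, had -2.61 (SE 0.16) and IGFALS, a carrier of IGF, -2.57 (SE 0.22), both lower in 8 of 8 cows. Camera gave an adjusted p = 0.012 for the list, and an adjusted p = 0.085 with an estimated correlation. Markers of hepatocytes also fell at that hour, in 11 of 16 genes, with a mean change per cow of -0.61, lower in 8 of 8.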

LPS injection [24]. 

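STAT3, a transcription factor of cytokine and hormone receptors, had a log2 change of 1.19 at 3 hours (SE 0.23), 2.69 at 6 hours (SE 0.23) and 2.66 at 12 hours (SE 0.23), higher in 4 of 4 cows at each hour. Of 17 measured genes of JAK-STAT signaling and SOCS, 7 were higher and none lower at 3 hours (9 higher when adjusted over the list alone), with adjusted p = 0.013 from camera with an estimated correlation. At 9 hours 12 were higher and 4 lower (the same over the list alone), with adjusted p = 0.030, or adjusted p = 0.231 with an estimated correlation. PIM1, a kinase induced by STAT factors, had 4.33 at 9 hours (SE 0.41, higher in 8 of 8 cows).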

PRL induced *STAT3 *[25] which however was up regulated in our study. 

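EGFR, the receptor of epidermal growth factor, had a log2 change of 0.96 at 3 hours (SE 0.19, higher in 4 of 4 cows) and 1.15 at 9 hours (SE 0.15, higher in 8 of 8), and was at 0.08 at 12 hours (SE 0.19, adjusted p = 0.799). Its second probe set lies near the lower end of the scale, at 2.13 ± 0.03 (SD, n = 8) at -22 hours, and did not pass the test at 6 hours, with 0.04 (SE 0.02).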

One explanation is that in the liver *STAT3 *is also inducible by growth hormone (GH), IL-6 family cytokines and epidermal growth factor (EGF) [26,27], and we did observe increased expression of the EGF receptor. Activated *STAT3 *can enhance the transcription of *C/EBPs *and *AP1*, which both are important transcription factors controlling the production of APP and other inflammatory genes such as *SCARB1 *that participates in the clearance of LPS in the liver [28-30]. 

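JUN, a subunit of the transcription factor AP1, had a log2 change of 2.46 at 9 hours (SE 0.23, higher in 8 of 8 cows) and 2.32 at 12 hours (SE 0.28, higher in 4 of 4). SCARB1, the receptor of high-density lipoprotein, had 1.39 at 6 hours (SE 0.16) and 2.13 at 12 hours (SE 0.16), higher in 4 of 4. CEBPD, a transcription factor of acute phase genes, had 1.52 at 6 hours (SE 0.41, higher in 3 of 4) and -0.16 at 9 hours (SE 0.33, higher in 4 of 8). Among other factors of the early response, JUNB had 3.82 at 9 hours (SE 0.26) and KLF4 4.14 (SE 0.33), both higher in 8 of 8.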

We observed an elevated expression of *C/EBPδ*, *AP1 *and *SCARB1*. In addition, *SOCS2 *and *SOCS3*, the attenuator of *STAT3 *mediated signal transduction, were also altered.

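SOCS3, a suppressor of cytokine signaling, stayed high after 3 hours, with log2 changes of 5.79 at 6 hours (SE 0.49), 5.35 at 9 hours (SE 0.40) and 5.08 at 12 hours (SE 0.49), higher in every cow with both arrays. SOCS2 was at 0.22 at 6 hours (SE 0.29, adjusted p = 0.550) and higher at 12 hours, with 1.27 (SE 0.29, higher in 4 of 4 cows). Among related genes, SOCS4 had 2.30 at 9 hours (SE 0.13), higher in 8 of 8 cows.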

It seems APR predominantly relies on the activation of signaling pathways involved with transcription factors and pro-inflammatory cytokines. And it may subject to the modification by the hormones via the corresponding receptors. The coordination of pro- and anti-inflammatory mediators such as inhibitors or antagonists also participated and may provide the host with a state of "high alert" in which the immune response can be efficiently initiated if the infection progresses, and restrained if the infection is resolved or becomes excessive or prolonged.

### HPAA and APR in liver

Fever was observed in the cows after LPS challenge and as a physiological stress, it can lead to the change of serum cortisol levels. Prostaglandin (PG) E2 has a profound role in thermoregulation during infection [31]. In LPS-induced fever, first febrile phase (~0.5 hour post LPS) is triggered by the activation of PGE2 synthesis mainly in macrophages in liver and lung [32]. PGE2 is synthesized via the cyclooxygenase pathway in which COX-2 is the key enzyme. 

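PTGS2, the cyclooxygenase of inflammation, was measured by 3 probe sets. Through the brightest it was still high at 6 hours, with a log2 change of 5.35 (SE 0.71, higher in 4 of 4 cows), and at 0.95 at 9 hours (SE 0.58, adjusted p = 0.155). A second probe set had 5.64 at 3 hours (SE 0.35, higher in 4 of 4), and the third, at the lower end of the scale, did not change at 3 hours, with -0.02 (SE 0.02). Of 16 measured genes of prostaglandin synthesis and receptors, 1 was higher and 1 lower at 3 hours (the same when adjusted over the list alone), and 3 were higher and 4 lower at 9 hours. PTGS1, the constitutive cyclooxygenase, had -3.42 at 9 hours (SE 0.28) and HPGD, which inactivates prostaglandins, -2.37 (SE 0.27), both lower in 8 of 8 cows, while ALOX5AP, a protein of leukotriene synthesis, had 2.78 (SE 0.36, higher in 8 of 8). As a list they did not differ from other genes (adjusted p = 0.769 from camera at 9 hours).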

We found increased expression of *COX-2 *in the liver within 3 hours after LPS IM infusion. In fact, APR represents a cross-talk between the peripheral inflammation and central nervous system [33]. During infection HPAA is activated by pro-inflammatory cytokines and influences the inflammation by releasing glucocorticoids such as cortisol [15,34]. The majority of cortisol in serum is bound to CBG and is biological inactive [35]. We observed a decreased expression of *CBG *in the bovine liver and studies of human HepG2 cell in vitro showed that pro-inflammatory cytokines IL-1 and IL-6 can decrease CBG synthesis [36]. 

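SERPINA6, which encodes the corticosteroid-binding globulin CBG, had a log2 change of -1.20 at 6 hours (SE 0.33) and -2.64 at 12 hours (SE 0.33), lower in 4 of 4 cows, and 0.71 at 48 hours (SE 0.27, higher in 7 of 8). Of 15 measured negative acute phase proteins, 14 were lower and none was higher at 9 hours (the same when adjusted over the list alone), among them the apolipoprotein APOA4 with -1.63 (SE 0.35) and the fetuin FETUB with -1.28 (SE 0.33), both lower in 8 of 8 cows. Camera gave an adjusted p = 0.00029 for this list, and an adjusted p = 0.129 with an estimated correlation. At 3 hours none of the 15 had passed the test in limma. Hepatocyte markers as a list were also lower at 9 hours with the preset correlation (adjusted p = 0.0054 from camera), but not with an estimated one (adjusted p = 0.257).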

The expected outcome is increased levels of unbound (active) cortisol in serum in response to the local inflammation in the mammary gland. It suggests that HPAA linked mediators (cortisol and PGE2) may respond to the expression change of acute phase genes in liver.

### Expression of APP

APP is one of the most important products of the liver during the infection. 

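Of 19 measured positive acute phase proteins, 13 were higher and none lower at 3 hours (14 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.014 from camera with an estimated correlation. At 9 hours 13 were higher and 3 lower (14 and 3), with adjusted p = 0.045, or adjusted p = 0.516 with an estimated correlation. The protease inhibitor A2M had a log2 change of 2.12 at 3 hours (SE 0.24) and 4.25 at 9 hours (SE 0.20), and PTX3 one of 5.09 at 3 hours (SE 0.58), each higher in all cows. HP was at 4.12 at 12 hours (SE 0.95) and SAA3 at 5.99 at 6 hours (SE 0.54), higher in 4 of 4. ORM1, the gene of AGP, was at -0.12 at 12 hours (SE 0.16, higher in 2 of 4 cows). At 48 hours it was at 0.18 (SE 0.13) and did not pass (adjusted p = 0.282 from limma). It passed there with the cow as a term in the model and with median centring, while with array weights its change was -0.0283.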

We observed that the expression of major positive APP such as *SAA3*, *HP *and *AGP *were all up regulated. 

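CRP, a pentraxin of the acute phase in other species, had a log2 change of 0.46 at 3 hours (SE 0.12) and 0.44 at 6 hours (SE 0.12), higher in 4 of 4 cows, and 0.39 at 9 hours (SE 0.10, adjusted p = 0.00076, higher in 8 of 8). Its log2 value at -22 hours was 14.34 ± 0.20 (SD, n = 8). Its second probe set had 0.85 at 9 hours (SE 0.34, higher in 7 of 8). Neither was DE between successive hours, and neither passed Bonferroni adjustment at 0.05 against -22 hours, although the first did with the cow as a term in the model.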

No significant change was observed in C-reactive protein, shown to be less responsive in cattle as compared to human, pigs and dogs during the acute infection [4]. SAA, HP and AGP are class I APP which dependent on *IL-1-NFKB *signaling pathway and contain C/EBP binding sites in their promoter regions [37]. 

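CEBPA, a transcription factor of differentiated hepatocytes, had a log2 change of -1.73 at 3 hours (SE 0.28, adjusted p = 7.7e-05, lower in 4 of 4 cows) and -1.37 at 9 hours (SE 0.23, lower in 7 of 8). Through its second probe set CEBPD, a factor of the acute phase, had 3.21 at 3 hours (SE 0.48) and 2.82 at 6 hours (SE 0.48), higher in 4 of 4 and 3 of 4 cows, and through the third 0.88 at 3 hours (SE 0.09, higher in 4 of 4). A correlation of both genes over the cows was not computed. At 3 hours it would rest on 4 cows. At -22, 9 and 48 hours, with 8 cows, it was not tested either.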

In our study *C/EBPδ *was elevated while *C/EBPα *was decreased less than 3 hours after LPS treatment confirming the inverse relationship between these transcription factors during APR [38]. *STAT3*, a class II acute phase gene (induced by *IL-6*), was also up regulated is known to stimulate the transcription of *C/EBPs *as described previously and thereby affecting expression of the APP indirectly. The increased expression of common (*NFKB*, *STAT3*) and hepatic-selective (*C/EBPδ*) transcription factors suggests that the expression of APP is controlled by a network of transcription factors involving both classes of the acute phase genes.

It is also notable that some APP from the complement pathway or collectin family, for example *MBL*, was down regulated. 

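Of 33 measured genes of complement and collectins, 3 were higher and 21 lower at 9 hours (the same when adjusted over the list alone). At 3 hours 4 were higher and none lower (6 higher over the list alone), with adjusted p = 0.00050 from camera, but adjusted p = 0.195 with an estimated correlation, and a mean change per cow of 0.30, higher in 4 of 4. At 9 hours the collectin COLEC11 had a log2 change of -1.66 (SE 0.17), lower in 8 of 8 cows, and MBL2 had -2.50 at 12 hours (SE 0.18, lower in 4 of 4). The 3 that were higher at 9 hours are FCN1, a ficolin, with 3.92 (SE 0.36), and CD55 and CD46, membrane inhibitors of complement, with 3.47 (SE 0.32) and 1.59 (SE 0.09), each in 8 of 8 cows. Averaged over the list, the change at 9 hours was -0.27 ± 0.10 (SD, n = 8 cows), lower in 8 of 8 (exact sign-flip permutation test, two-sided, p = 0.0078, the smallest that 8 cows allow). At 9 hours camera gave an adjusted p = 0.0070 against other genes, and an adjusted p = 0.318 with an estimated correlation. Hepatocyte markers as a list fell at the same hour with the preset correlation (adjusted p = 0.0054 from camera). With an estimated correlation they did not pass (adjusted p = 0.257). MBL1 and MBL2 were higher than before LPS at 48 hours, with 0.69 (SE 0.15) and 0.50 (SE 0.15), in 8 of 8 cows.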

Studies in humans have shown that IL-1 can suppress the *MBL *expression [39]. Another example is C4BPB, a crucial regulator in both the classical and lectin pathways. 

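C4BPB, a subunit of the C4b-binding protein, which limits complement, had a log2 change of 0.43 at 3 hours (SE 0.13, higher in 4 of 4 cows), -0.06 at 6 hours (SE 0.13, adjusted p = 0.692) and -1.23 at 12 hours (SE 0.13, lower in 4 of 4). PFKFB2, a regulator of glycolysis, had -3.45 at 9 hours (SE 0.23, lower in 8 of 8) and -0.99 at 48 hours (SE 0.23, lower in 8 of 8). Through its second probe set it was lower from 3 hours on, with -1.27 (SE 0.28), and the third, near the lower end of the scale, did not change.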

Expression levels of up stream regulators of *C4BPB *such as *HNF-3 *and *PFKFB2 *[40,41] were suppressed, which may explain the decreased expression of *C4BPB *we observed in the bovine liver during the APR. Complement components (CC) and collectins are considered as the first line of defense against pathogen invasion. However in our study, LPS was infused into the mammary gland and decreased expression of collectins and CC may be due to the absence of direct binding to the foreign surface antigen.

### Leukocytes recruitment and activation

Leukocytosis was observed in the LPS treated cows and correspondingly we also observed an increased expression of genes, which play a key role in leukocytes migration and activation in the liver. 

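Of 22 measured leukocyte adhesion molecules, 4 were higher and none lower at 3 hours (4 and 1 when adjusted over the list alone), and 9 were higher and 4 lower at 9 hours (the same). VCAM1 and SELP, adhesion molecules of activated endothelium, had log2 changes of 2.17 (SE 0.37) and 1.88 (SE 0.33) at 3 hours. As a list they did not differ from other genes at 9 hours (adjusted p = 0.588 from camera). Of 15 measured neutrophil markers, 3 were higher at 3 hours and 7 at 9 hours, and none was lower (the same when adjusted over the list alone). S100A8, S100A9 and S100A12, calcium-binding proteins abundant in neutrophils, led with 6.19 (SE 0.34), 6.43 (SE 0.35) and 5.88 (SE 0.34) at 9 hours, followed by the chemokine receptor CXCR1 with 2.12 (SE 0.52), in 8 of 8 cows. As a list the neutrophil markers did not pass at 9 hours (adjusted p = 0.052 from camera). They passed at 3 hours (adjusted p = 0.0123) and 48 hours (adjusted p = 0.00070), but not with an estimated correlation (adjusted p = 0.284 and adjusted p = 0.144). Of 20 markers of T and natural killer cells, none was higher and 3 were lower at 9 hours (the same over the list alone), and of 13 of Kupffer cells and macrophages, 1 was higher and 6 lower (the same).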

Among those genes are 1) chemokines: macrophage inflammatory protein (MIP-3α/CCL20), monocyte chemotactic proteins (MCP-1/CCL2, MCP-2/CCL8) and neutrophil-activating protein NAP-3/CXCL1; 2) cell-adhesion molecules (CAM): ICAM-1; and 3) other cell surface molecules and colony stimulating factors: CD97 and CSF-1. 

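Of 22 measured chemokines, 10 were higher and none lower at 3 hours (the same when adjusted over the list alone), with adjusted p = 0.014 from camera with an estimated correlation. At 9 hours 11 were higher and 1 lower (the same over the list alone), but the list no longer differed from other genes (adjusted p = 0.393). Averaged over the list, the change was 2.00 ± 0.07 (SD, n = 4 cows) at 3 hours, 0.59 ± 0.33 (n = 8) at 9 hours and -0.10 ± 0.29 at 48 hours. CD97 (ADGRE5) had a log2 change of -0.24 at 3 hours (SE 0.23, higher in 2 of 4 cows). ICAM1 had 2.33 at 6 hours (SE 0.28) and CSF1 1.09 (SE 0.27), higher in 4 of 4.

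**Figure D2:**
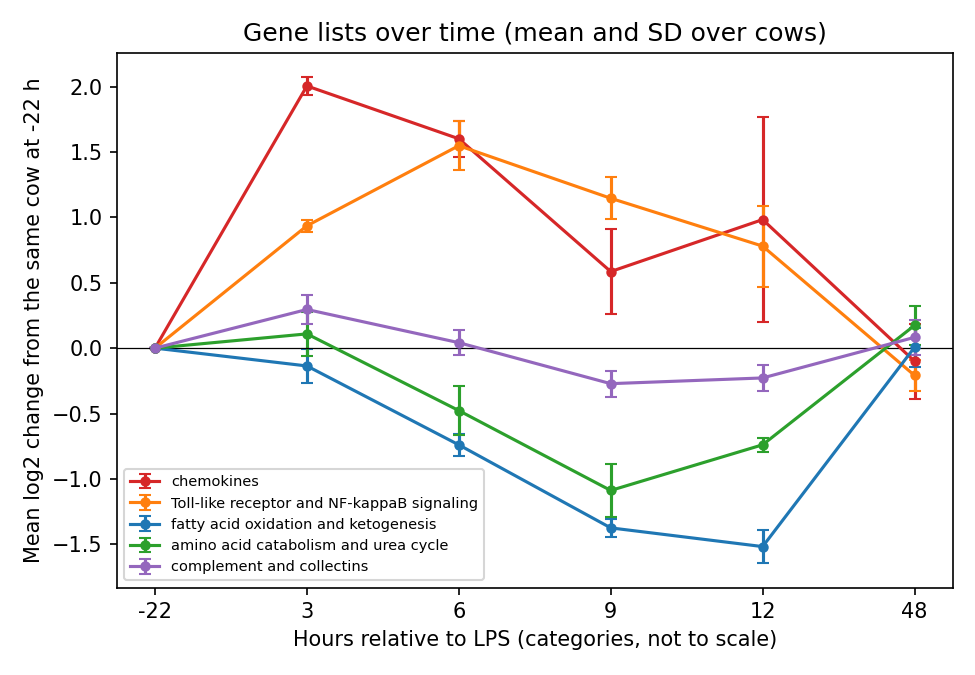
Mean log2 change of 5 lists of genes from the same cow at -22 hours, over time (mean and SD over 4 cows at 3, 6 and 12 hours and 8 cows at 9 and 48 hours; the hours are spaced as categories). Chemokines are highest at 3 hours, at 2.00, and fatty acid oxidation is lowest at 12 hours, at -1.52.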

CD97 plays an essential role in migration of leukocytes particularly neutrophils [42], and it is a marker of early lymphocyte activation [43,44]. CSF-1 is central to the regulation of production, maintenance and function of macrophages [45]. *NFKB *and *MYD88*, which are responsible for inducing the expression of many of the above mentioned chemokines and CAM [46-50], were also up regulated suggesting their crucial role in hepatic leukocytes migration and activation.

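RELA, the p65 subunit of NF-kappaB, had a log2 change of 0.37 at 3 hours (SE 0.10), 1.12 at 9 hours (SE 0.08) and 0.77 at 12 hours (SE 0.10), higher in every cow with both arrays. MYD88, the adaptor of Toll-like receptors, was at 0.19 at 3 hours (SE 0.19, adjusted p = 0.616) and had 2.10 at 9 hours (SE 0.16, higher in 8 of 8 cows) and 1.13 at 12 hours (SE 0.19, higher in 4 of 4). At 48 hours MYD88 and RELA were lower than before LPS, with -0.61 (SE 0.16) and -0.26 (SE 0.08), in 8 of 8 cows. After median centring MYD88 was at -0.48 and RELA at -0.12, and RELA was no longer past the threshold. From the rise of NFKB and MYD88, which induce many chemokines and adhesion molecules, beside the rise of those genes, the paper proposes that both have a key role in the migration and activation of leukocytes in the liver.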

### Metabolism and APR

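Of 26 measured genes of fatty acid oxidation and ketogenesis, 24 were lower and 2 higher at 9 hours, with adjusted p = 0.033 from camera with an estimated correlation. ACOX2, an oxidase of peroxisomes, had a log2 change of -3.16 (SE 0.12). Of 42 genes of amino acid catabolism and the urea cycle, 31 were lower and 6 higher (31 and 7 when adjusted over the list alone, adjusted p = 0.037 with an estimated correlation), with MAT1A, which makes S-adenosylmethionine, at -4.78 (SE 0.20) and the serine dehydratase SDS at 7.29 (SE 0.39). Of 22 genes of lipogenesis and triglyceride synthesis, 16 were lower and 1 higher, with GPAM, the first enzyme of glycerolipid synthesis, at -6.27 (SE 0.26) (adjusted p = 3.4e-05 from camera, but adjusted p = 0.101 with an estimated correlation). Of 16 genes of cholesterol synthesis, 13 were lower and 2 higher, with DHCR7 at -3.05 (SE 0.31) (adjusted p = 0.00019, but adjusted p = 0.420 with an estimated correlation). Unless given, counts adjusted over the list alone were the same, and the named genes moved alike in 8 of 8 cows. Markers of hepatocytes moved with these lists: of 16 measured, 11 were lower and 2 higher at 9 hours (the same over the list alone), with a mean change of -0.61 ± 0.19 (SD, n = 8 cows, lower in 8 of 8) and TAT, a liver transaminase, at -3.49 (SE 0.56). A marker such as TAT is itself a metabolic enzyme, so the markers are not an independent measure of hepatocyte content.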

A large group of metabolism genes were down regulated in the bovine liver in response to IM LPS infusion. Of particular interest was the increased expression of *PRKAB1*, a regulatory subunit of AMP-activated protein kinase (AMPK), as recent findings show that AMPK plays a major role in the control of hepatic metabolism [51]. 

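PRKAB1, a regulatory subunit of AMP-activated protein kinase, had a log2 change of 0.58 at 6 hours (SE 0.19) and 1.19 at 12 hours (SE 0.19), higher in 4 of 4 cows, and -0.65 at 48 hours (SE 0.15, lower in 8 of 8). Of the 6 measured subunits and regulators of this kinase, 2 were higher and 2 lower at 9 hours (the same when adjusted over the list alone). PRKAG1, a further regulatory subunit, had 0.35 (SE 0.10, higher in 8 of 8), while PRKAA1, a catalytic subunit, had -1.26 (SE 0.23) and STRADB, a partner of an upstream kinase, -1.24 (SE 0.11), both lower in 8 of 8. Against other genes the list did not pass (adjusted p = 0.743 from camera). Its mean change per cow at 9 hours was -0.20 ± 0.09 (SD, n = 8 cows), lower in 8 of 8 (exact sign-flip permutation test, two-sided, p = 0.0078). This p is the smallest that 8 cows allow and was not adjusted over lists. Chemokines and leukocyte adhesion molecules, which did not pass in camera at 9 hours, reached it too, so it does not single out this kinase.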

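Of 18 measured genes of gluconeogenesis, 12 were lower and 6 higher at 9 hours (the same when adjusted over the list alone). PCK1, which makes phosphoenolpyruvate, had a log2 change of -2.97 at 6 hours (SE 0.30) and -2.81 at 12 hours (SE 0.30), lower in 4 of 4 cows. At 9 hours PCK2, its mitochondrial form, had -2.17 (SE 0.15) and SLC25A1, the citrate carrier, -2.82 (SE 0.20), both lower in 8 of 8. The brightest probe set of G6PC (G6PC1), the last enzyme of the pathway, was at -0.43 at 6 hours (SE 0.25, lower in 3 of 4) and -0.23 at 12 hours (SE 0.25, lower in 3 of 4), neither past the test, and at 48 hours at -0.68 (SE 0.20, lower in 8 of 8). At 9 hours both probe sets were higher in 8 of 8 cows, with 2.28 for their mean, and the weaker one was also higher at 6 and 12 hours. PPARGC1A, the gene of PGC-1alpha, had 2.97 at 6 hours (SE 0.36, higher in 4 of 4) and was at 0.73 at 12 hours (SE 0.36, adjusted p = 0.115). Camera gave an adjusted p = 0.030 for the list, an adjusted p = 0.438 with an estimated correlation and an adjusted p = 0.0975 over the brighter probe sets alone.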

Activation of *AMPK *leads to inhibition of glucose production and we did indeed observe decreased expression of the gluconeogenic key enzymes *PCK1 *and *G6PC *and their transcriptional co-activator *PGC-1α *[52]. Moreover, down regulation of the expression of *PCK1 *and *G6PC *by *STAT3 *[53] whose expression levels was increased in our study, indicates that the hepatic metabolism may also be influenced by transcription factors from the signaling pathways in APR. Signaling gene networks were also shown to be coordinately regulated in the liver of periparturient cows in response to ketosis [54]. In general our results does support the findings that the inflammatory response affects metabolism in dairy cows [55].

## Conclusion

Performing global gene expression analysis on liver tissue from IM LPS treated cows verified that the liver plays a major role in the APR of *E. coli *mastitis, and that the bovine hepatic APR follows the same pattern as other mammals when they are challenged with LPS. Our work presents the first insight into the dynamic changes in gene expression in the liver that influences the induction, kinetics and clinical outcome of the APR in dairy cows.

## Methods

### Animals and LPS treatment

The experimental design has previously been reported [10]. In short eight healthy, high yielding (38 kg milk per day) Holstein-Friesian dairy cows in their first lactation (9 to 12 weeks after calving) were chosen for this study. The udder health of the cows was evaluated based on somatic cell count (SCC) and bacteriological examinations. All cows had SCC < 100,000 on both front quarters and SCC < 138,000 on both behind quarters, and were free from mastitis pathogens. Sterile polyvinyl catheters (Micro-Renathane) were inserted into the jugular vein of the cows. The catheters were flushed with a sterile 0.9% NaCl solution containing 50 IU/ml Na-heparin (Loevens Kemiske Fabrik, Ballerup, Denmark). At time 0 the right front quarter was infused with 200 μg *E. coli *LPS (0111:B4) (Sigma-Aldrich, Brøndby, Denmark) dissolved in 10 ml 0.9% NaCl solution, the left front quarter serving as control was infused with 10 ml 0.9% NaCl solution. Production data, clinical signs as well as blood and milk parameters associate with LPS treatment were recorded throughout the experiment. The clinical and paraclinical findings verified the induction of mastitis inflammation by LPS. LPS intra-mammary infusion induced fever and a high SCC in the milk of the treated quarter. Further, increased concentrations of TNF-α, SAA, HP were found simultaneously with temporary leukopenia followed by leukocytosis and all characteristic observations in an LPS IM infusion model. Quantitative PCR also confirmed the high expression of cytokines *TNF-α*, *IL-1β*, *IL-6 *and *IL-10 *and the acute phase proteins *SAA3 *and *HP *in the liver following IM LPS infusion [10].

All procedures involving animals were approved by the Danish Animal Experiments Inspectorate and complied with the Danish Ministry of Justice Laws concerning animal experimentation and care of experimental animals.

### Liver biopsies

Liver biopsies were taken at -22, 3, 6, 9, 12 and 48 hours relative to LPS infusion in 4 cows, and also at -22, 9 and 48 hours in the remaining 4 cows. Sampling procedures for liver biopsies were as previously described [56]. A control study using cows infused with 0.9% NaCl showed that there was no effect of taking the biopsy, neither in the clinical measurement nor in the expression of a selected subset of genes [10]. Therefore, only 36 samples taken from the LPS treated cows were measured for the gene expression using microarrays.

### RNA purification and microarray processing

Isolation and labeling of RNA and microarray processing were performed as described elsewhere [57]. RNA from liver biopsies was isolated using Trizol Reagent (Invitrogen, Taastrup, Denmark). Five μg RNA was labeled using the SuperScript Choice System (Life Technologies) according to the manufacturer's instructions, except for using an oligo-dT primer containing a T7 RNA polymerase promoter site. Biotin labeled cRNA was prepared using the BioArray High Yield RNA Transcript Labeling Kit (Enzo, Farmingdale NY, USA). 15 μg of cRNA was loaded onto the probe array cartridge of Bovine Genome Array (Affymetrix Clara CA, USA). The array contains 24128 probe sets which represent 15264 UniGene (annotation from May, 2006) to measure the global transcripts. Hybridization mixture of each sample (a specific cow at a certain time point) was loaded to an array resulting in a total of 36 arrays.

### Annotation

Bovine Genome Array annotation is available from the NetAffx. Genes and gene products attributes are characterized with the Gene Ontology (GO). However, in NetAffx (December, 2005) only ~16% of probe sets on the array were GO annotated. Additional annotation was obtained from the Ensembl database, using the biomaRt package in R [58] as the query interface. The query IDs (Ensembl gene ID, Entrez gene ID or Affy probe set ID) were extracted from the NetAffy annotation. Besides bovine genes, we also retrieved the annotation based on gene sequences of the human ortholog in Ensembl. From above resources ~48% of the probe sets on the array were able to be annotated with GO.

### Statistical analysis

The data was analyzed using R (version 2.4.1), a programming language and development environment for statistical computing and graphics. Normalization of expression values was performed using the GeneChip Robust Multi-array Analysis (GCRMA) algorithm [59,60]. In this algorithm, raw intensity values are background corrected based on a model using sequence information followed by quantile normalization [60,61]. This algorithm combines the strength of stochastic-model based algorithms and physical models and has been shown to be superior in accuracy and precision to other normalization methods such as MAS, RMA and PerfectMatch [62]. The microarray data has been deposited in the Gene Expression Omnibus database (accession GSE10695).

Differential expression of individual genes was assessed using linear modeling and empirical Bayes methods [63] as implemented in the R package Linear Models for Microarray Analysis, LIMMA [64]. The linear models allows for general changes in gene expression between successive time points (3 to -22, 6 to 3, 9 to 6, 12 to 9 and 48 to 12). Each transcript targeted by the probe set was tested for the expression change between all pairs of the successive time points using a modified t-test, and for multiple contrasts using a moderated F test. The residual standard deviations are moderated across the probe sets to ensure more stable inference for each transcript. The moderated standard deviations are a compromise between the individual transcript-wise standard deviations and an overall pooled standard deviation. Since 24128 transcripts were measured by the array and tested for the alteration simultaneously, the multiple-tests adjustment is introduced to control the number of false positives. The multiple testing was accounted for using the Bonferroni method. Transcripts were deemed differentially expressed (DE) if one or more adjusted *P *values for the moderated t-test was below 0.01. 

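TNFRSF6B, a decoy receptor, had one of the largest rises at 12 hours, with a log2 change of 9.04 (SE 0.11, higher in 4 of 4 cows), a lower bound since it starts near the lower end of the scale. By the moderated F test of limma over the 5 comparisons, with Bonferroni adjustment at 0.01, 7857 transcripts (32.6%) were called. Of the 5348 DE transcripts, 112 were not called by it (31 at 0.05). Of the 4610 that were DE when the 5 comparisons were adjusted together, 30 were not at 0.01 and 1 was not at 0.05, thresholds of F being unstated in the paper and 0.05 chosen after seeing the values. For the transcript that the paper names as the exception, annotated as STEEP1, the F test gave a Bonferroni-adjusted p = 0.0587 in limma.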

The adjusted moderated F statistics also showed that all DE transcripts, except [GenBank: CK775003] (the probe set is Bt.21216.1.S1_at), were significant.

To identify co-expression clusters, the 4610 DE transcripts were ordered by the hierarchical clustering. Centered Pearson correlation method was used as the distance measure. The optimum cluster number was determined using the ratio of the sums of squares between and within cluster [65] (see Figure 5).

**Figure 5:**
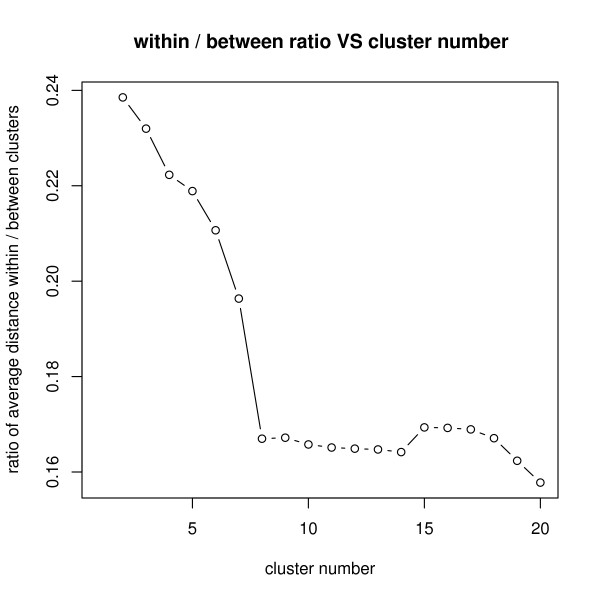
**Determine the number of clusters**. 4610 differentially expressed transcripts were hierarchically clustered using Centered Pearson correlation. The optimum cluster number (X-axis) was determined using the ratio of the sums of squares between and within cluster (Y-axis). We chose 8 clusters as it classified the transcripts into relatively few clusters while maintaining maximum similarity of expression pattern within the same cluster.

### Gene set enrichment

There are 1789 UniGenes possessing Gene Ontology (GO) among all DE transcripts in contrast to 6843 UniGenes from the whole array. Within each co-expression cluster, overrepresentation of gene sets defined by the Biological Process (BP) of GO was tested using Fisher's exact test.

## Abbreviations

AMPK: adenosine monophosphate-activated protein kinase; APP: acute phase proteins; APR: acute phase response; ATP: adenosine 5'-triphosphate; BP: biological process; CAM: cell-adhesion molecules; CC: complement components; cRNA: complementary ribonucleic acid; DE: differentially expressed; *E. coli*: *Escherichia coli*; EGF: epidermal growth factor; GCRMA: GeneChip robust multi-array analysis; GH: growth factor; GO: gene ontology; HPAA: hypothalamus-pituitary-adrenal axis; IM: intra-mammary; i.p.: intraperitoneal; IU: international units; i.v.: intravenous; LIMMA: linear models for microarray analysis; LPS: lipopolysaccharide; MAS: microarray suite; MCP: monocyte chemotactic protein; MIP: macrophage inflammatory protein; NAP: neutrophil-activating protein; PG: prostaglandin; PRL: prolactin; PRLR: prolactin receptor; Q-PCR: quantitative polymerase chain reaction; RMA: robust multi-array analysis; SCC: somatic cell count

## Authors' contributions

LJ and PS analyzed the microarray data and drafted the manuscript. CR carried out the animal challenge, KLI performed the liver biopsy and LV performed the Q-PCR. PS, CR and KLI designed the experimental plan. LJ, PS, CR and KLI contributed to the interpretation of results and iterative refinement of the manuscript. LJ is responsible for depositing microarray data in NCBI GEO.  LJ and PS contributed equally to this work.

How the deposited data were processed for this re-analysis (not part of the article)

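Liver biopsies of 8 dairy cows, taken before and after infusion of LPS into the udder, were measured on the Affymetrix Bovine Genome Array. The 36 arrays hold 8 cows at -22, 9 and 48 hours and 4 cows at 3, 6 and 12 hours, and were grouped by hour. The authors made the log2 values with GCRMA, which corrects the background, applies quantile normalization and summarizes the probes of each probe set, and these values were used as deposited. Medians of the arrays lie between 4.15 and 4.37 at -22 hours, 4.31 and 4.38 at 3 hours, 4.24 and 4.28 at 6 hours, 4.19 and 4.31 at 9 hours, 4.22 and 4.31 at 12 hours, and 4.22 and 4.32 at 48 hours. The number of cows and the spread between them set the precision of a change. Values near the lower end of the scale cannot show a fall, nor values near the upper end the full size of a rise.

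All 24128 probe sets, among them 112 control probe sets, were fitted with limma 3.58.1 in R 4.3.3 with 1 mean per hour and empirical Bayes variances. Genes were taken from the annotation table: 13318 probe sets name 1 gene, 86 name several and 10724 are not in it. A gene was read through the probe set with the highest mean over the arrays among the 13292 that name it alone (9155 genes, 2913 of them with more than 1 probe set). Transcripts were called DE when the Bonferroni-adjusted p of 1 or more of the 5 comparisons of successive hours was below 0.01. Each hour was compared with -22 hours at a Benjamini-Hochberg-adjusted p of 0.05, and the genes that the paper measured by Q-PCR at a Bonferroni-adjusted p of 0.05. Clusters were formed with complete linkage on 1 minus the Pearson correlation. Lists were tested with camera (preset correlation 0.01) and within clusters with Fisher's exact test, one-sided, over the measured genes. Changes averaged over a list within each cow were tested by exact sign flips. Of 1119 symbols written into the lists, 853 matched a measured gene.

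Genes named in the text were chosen by a rule: the genes the paper names, the 10 largest rises and falls at each hour with the same direction in every cow, and up to 4 members of a list with the largest change, with its most abundant member. CD46 and STEEP1 were named after their values were seen. The same cow carries the same number at every hour, and its arrays deviate together: deviations from the hourly means at -22 and 48 hours correlated across probe sets at 0.340 on average within a cow (0.0925 to 0.549) and at -0.05 between cows. The fit without the cow is the one reported, and the fit with the cow as a replicate block is among the alternatives.

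The scripts were tested on simulated data made from the real means and spreads. At 3 hours 52% of 50 planted log2 changes of 0.5, 76% of those of 1 and 100% of those of 2 and 3 were found, with 6 false calls. At 9 hours the shares were 58%, 86%, 100% and 100%, with 12 false calls. In the real data far more probe sets changed, 13187 at 9 hours, so these shares and false calls need not carry over to it. Alternatives were a block for the cow, fixed or random, each cow left out, the 4 cows with all hours, array weights, centring of each array on the median of its probe sets with a mean log2 value of at least 5 (median centring), a filter on dim probe sets (a log2 value of at least 5 in 4 arrays), no control probe sets, another variance prior, other adjustments and contrasts, other linkages and numbers of clusters, the mean of a gene's probe sets, and other list tests. Figures were drawn in Python 3.11.15. Raw array files and the Q-PCR and blood values of the paper were not used here.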

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

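The tests of array quality, of exchanged arrays, of a late-phase response and of the headroom of ORM1 were chosen after the arrays and values concerned had been seen. The genes GPX3 and MT1A drew attention to 1 array after their values were seen, and were therefore not among the 54 groups of the outlier test. Both are among the genes of the wider count of 1548 groups. The topics that count as not discussed by the paper were listed after the list results were seen, and the changes per cow after median centring were computed after the changes per cow were seen.

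Arrays and genes were compared within each hour by Dixon's test, which by chance marks about 1 in 20 groups. Of 54 groups tested, 7 were beyond the limit. The mean of the spike-in control probe sets at -22 hours was 13.4 for cow 7 (11.0 to 11.7 for the others). The position along the mean 9 hour change was 9.60% for cow 1 at -22 hours (-2.60 to 1.37 for the others) and 17.6% for cow 2 at 48 hours (-2.81 to -0.31 for the others). A log2 value of IL6 stood apart at 3 hours in cow 3, at 2.40, and at 12 hours in cow 7, at 6.56. One of TNF stood apart at 9 hours in cow 8, at 2.42, and at 48 hours in cow 2, at 2.58. The rule for naming genes chose 258, not all of which are named in the text. Of their 1548 groups, 174 (11.2%) were beyond the limit. Of these, 43 lie on the array of cow 2 at 48 hours and 19 on that of cow 1 at -22 hours.

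The 48 hour array of cow 2 lies 18.8 percentage points from the median of its hour along the mean 9 hour change. Its spike-in mean of 11.2 (10.96 to 11.29 on the others) and its difference between 3' and 5' control probe sets of -0.25 (-1.01 to 0.04) do not set it apart. Its cow's other arrays lie within 0.52 points of the median of their hours, so an exchange with another array of this cow is not supported by this test. A slower return of this cow could leave a trace of the 12 hour change, and the partial correlation of its deviation with that change, given the 9 hour change, was 0.129 (-0.146 to 0.140 for the other cows), which leaves this open. Plain correlations with the 9 hour change follow from how the array was noticed and were not used.

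The -22 hour array of cow 1 lies toward the 9 hour change before any LPS was given. Its spike-in mean of 11.1 (11.01 to 11.66 on the others without cow 7) and its difference between 3' and 5' control probe sets of 0.28 (-0.40 to 0.34) do not set it apart. An acute phase response under way before LPS could lower the negative acute phase proteins, but their mean deviation was -0.0722 (-0.26 to 0.23 for the other cows), which leaves this open. A response like that of 48 hours could correlate with the 48 hour change, and that correlation was 0.151 (-0.31 to 0.172 for the other cows), which also leaves this open.

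ORM1 passed at no hour in the fit without the cow. At 48 hours it passed with the cow as a block (0.18, higher in 8 of 8 cows) and with median centring (0.31). With array weights its change at that hour was -0.0283. Its mean log2 value of 15.56 at -22 hours lies 0.82 below the highest value of any probe set on any array, 16.37. A signal near the top of the scale could hide a rise larger than this. The test leaves the explanation open, and no biological explanation was tested.

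In 4 of 41 lists every cow moved one way at 9 hours and every cow the other way at 48 hours. The mean change per cow of Toll-like receptor and NF-kappaB signaling was -0.21 at 48 hours (1.15 at 9 hours), that of immediate early and inflammatory transcription factors -0.46 (2.01), that of translation initiation and elongation -0.22 (1.16) and that of hepatocyte markers 0.14 (-0.61). After median centring, which shifts 48 hours by 0.13, the changes at 48 hours were -0.0765, -0.33, -0.0915 and 0.27, and of these 4 lists the hepatocyte markers alone moved the same way in all 8 cows (6, 6 and 5 of 8 lower for the first 3), so for those the mean stays opposite to that at 9 hours, but the agreement of all cows depends on the scaling. With this scaling 3 lists turn in every cow, the hepatocyte markers and 2 others: complement and collectins (-0.27 at 9 hours, 0.21 at 48 hours) and the growth hormone-IGF axis (-0.89 and 0.40). The difference between the hours was not tested. Of lists on topics that the paper does not discuss, 3 moved at 9 hours with the estimated correlation too, with median log2 changes of -1.13 for cytochrome P450 and conjugating enzymes, 2.39 for ribosome biogenesis and 0.95 for translation initiation and elongation.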

How the results depend on the processing

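The settings without the 48 hour array of cow 2 or the -22 hour array of cow 1 or 7, the clusters of the jointly adjusted transcripts and the F threshold of 0.05 were chosen after seeing the data. Of 5408 values under the alternatives, for the 258 genes that the rule for naming chose, 5330 kept their direction and their side of the threshold. Of the others, 55 were weaker, 21 stronger and 2 reversed. The 2 are ORM1 at 48 hours (-0.0283 with array weights) and CD40 at 9 hours (1.37 as the mean of its probe sets). With the 4 cows sampled at all hours 3359 transcripts were DE, 712 changed at 3 hours and 1436 at 48 hours, as fewer cows give less power. Leaving out 1 cow gave 938 (cow 8) to 1403 changed transcripts at 3 hours and 3580 (cow 1), 3929 (cow 2), 4113 (cow 3), 4018 (cow 4) and up to 9761 (cow 7) at 48 hours. Array weights gave 3111 at 3 hours and 11016 at 48 hours. At 48 hours median centring gave 13002, the filter on dim probe sets 4019, the arrays of both hours alone 3872, no 48 hour array of cow 2 4740 and no -22 hour array of cow 1 4611. Bonferroni adjustment below 0.05 gave 324, 4530, 6404, 4601 and 544 at 3, 6, 9, 12 and 48 hours, and a log2 change of at least 1 gave 678, 5118, 5814, 5120 and 503. Benjamini-Hochberg below 0.01 gave 11936 DE transcripts, and below 0.05 it called 5 Q-PCR genes. Of the DE transcripts 31 were not called by F at 0.05 (112 at 0.01), and of the jointly adjusted ones 30 at 0.01 and 1 at 0.05. Camera made 95 calls of lists, and 23 with an estimated correlation. At 9 hours this ended 16 calls of lists, among them those of complement (adjusted p = 0.318 from camera), gluconeogenesis (0.438, and 0.0975 with the filter on dim probe sets), lipogenesis (0.101) and cholesterol synthesis (0.420). The bimodal cluster held 387 transcripts from hourly means and 257 from the jointly adjusted transcripts. Beyond fewer cows and stricter thresholds, the cause was not tested. With the cow as a replicate block 5462 transcripts were DE and 8237 changed at 48 hours. The replicate block ended the call of IL6 at 12 hours. It gave one to B2M at 12 hours (0.21), CD3E at 48 hours (-0.51) and CD40 at 9 hours (-0.48). DCN at 9 hours (-0.44), JCHAIN at 12 hours (-0.57) and ORM1 at 48 hours (0.18) also gained one. The block made CEBPA and the brightest probe set of PPARGC1A DE and ended the DE call of a second probe set of CEBPD. No other Benjamini-Hochberg call of a named gene against -22 hours changed. At a Bonferroni-adjusted p of 0.05 the brightest probe set of CRP passed with the block and not without it. The cow as a random block gave 5886 DE transcripts, and camera was not run with it. Signals near the lower end of the scale, such as those of TNF and IL6, limit what the arrays can show.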

Differences from the paper's values

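The setting that clusters the jointly adjusted transcripts, the arrays left out singly and the F threshold of 0.05 were chosen after seeing the values. All other settings named here were set before the data were examined.

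The paper gives 82 transcripts in cluster 1, and 197 were matched to its profile here. Average linkage (74) and hourly means (114) do not differ from the paper by more than 1.5 times, and 6 and 10 clusters do. The paper gives 1146 in cluster 2 (1740 here), 1010 in cluster 3 (0 here), 310 in cluster 6 (510 here), 257 in cluster 7 (655 here) and 25 in cluster 8 (0 here). For these 5 the difference remains under average linkage, hourly means, 6 clusters and 10 clusters. The paper gives 170 in cluster 5 (507 here), where average linkage (252) does not differ and hourly means, 6 and 10 clusters do. With the 4610 transcripts called when Bonferroni adjustment covers the 5 comparisons together, a combination chosen after seeing the values, the sizes equal the 8 sizes of the paper. Of the 39 measured genes to which the paper gives a cluster, that setting puts 34 in the paper's cluster by any probe set (19 in the reported setting). Under it 4 of the paper's called genes, EGFR, HP, ORM1 and CEBPA, are DE by no probe set that names them. The same 4 are not DE in the reported setting. Probe sets outside the annotation were not examined for these genes. The count of DE transcripts, 4610 in the paper, equals the count here when the adjustment covers the 5 comparisons together.

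In the paper the array signal of haptoglobin at 9 hours is about 17000 in Fig. 4, read by eye, and it was 62729 here (61693 with median centring). That of AGP at -22 hours is about 3700 in Fig. 4, read by eye, and ORM1 was at 48201 here (47227 with median centring). That of IL-10 at 6 hours is about 72 in Fig. 4, read by eye, and it was 21.6 here. The mean of all probe sets and median centring, set before the data were examined, leave all 3 different.

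The paper places haptoglobin, EGFR, AGP and CEBPA among its DE transcripts, and none was DE here. EGFR was DE under Benjamini-Hochberg adjustment, with each hour against -22 hours and by the moderated F test. CEBPA was DE with the cow as a fixed or random block, without cow 2, with array weights, with the filter on dim probe sets, under Benjamini-Hochberg adjustment and by the moderated F test. Haptoglobin and AGP were DE under no setting. Haptoglobin passed Bonferroni adjustment against -22 hours with the filter on dim probe sets and, chosen after seeing the values, without the -22 hour array of cow 1. AGP passed Benjamini-Hochberg adjustment at 48 hours with the replicate block (0.18) and with median centring (0.31), while its change was -0.0283 with array weights. The paper describes a rise of AGP on the array, and its change was 0.00 at 9 hours. By Q-PCR on the same liver samples the paper reports every marker but AGP as significantly higher.

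The paper describes CD40 as rising, and its brightest probe set was at -0.48 at 9 hours and DE under no setting, while its other probe set was DE. It describes PPARGC1A, G6PC and PCK1 as decreased, and places PPARGC1A in a rising cluster. The 4 probe sets of PPARGC1A were higher at 9 hours, with 2.76, 1.75, 2.99 and 2.53, and lower at no hour past the test. Its brightest probe set was not DE (DE with the replicate block, under Benjamini-Hochberg adjustment, with each hour against -22 hours and by the moderated F test), and a second one was. G6PC rose at 9 hours by both probe sets, with 0.71 and 3.86 (brightest DE under Benjamini-Hochberg adjustment only), and fell at 48 hours by the brightest, with -0.68, while PCK1 fell, with -3.74 at 9 hours. CEBPD was DE through other probe sets than the brightest, which was DE without cow 1 and under Benjamini-Hochberg adjustment. The paper places SOCS2 in a falling cluster, and it was lower at 9 hours (-0.84) and higher at 3 hours (1.01), 12 hours (1.27) and 48 hours (1.37). The paper names 1 DE transcript that its F test did not call and states no threshold of F. At 0.01, 112 were not called here (30 with the joint adjustment). At an F threshold of 0.05, chosen after seeing the values, 31 were not, and with the joint adjustment 1, which is the transcript the paper names. Of the genes to which the paper gives a cluster, 35 of 39 were DE by some probe set.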

Other observations

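The 100 regroupings of the arrays were planned before the results were seen.

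Genes that build ribosomes and proteins rose together. All 30 measured genes of ribosome biogenesis were higher at 9 hours (30 when adjusted over the list alone), with DDX18 at 4.06 (SE 0.23), DDX21 at 3.89 (SE 0.18) and NOLC1 at 3.79 (SE 0.17), higher in 8 of 8 cows. Averaged over the list the change was 2.52 ± 0.26 (SD, n = 8 cows, exact sign-flip permutation test, two-sided, p = 0.0078), and camera gave an adjusted p = 0.0311 with an estimated correlation. Of 36 genes of translation initiation and elongation 32 were higher and none lower (the same over the list alone, adjusted p = 0.0373 with an estimated correlation), led by the helicase EIF4A1 at 3.24 (SE 0.12). Of 16 aminoacyl-tRNA synthetases 14 were higher and 1 lower (the same over the list alone), with TARS1 at 2.80 (SE 0.13) (adjusted p = 8.11e-05 from camera, but adjusted p = 0.0889 with an estimated correlation). At 48 hours 15 genes of ribosome biogenesis were lower and 1 higher (16 and 1 over the list alone, 11 and 3 after median centring), with adjusted p = 0.000175 from camera, but adjusted p = 0.333 with an estimated correlation.

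Genes of the endoplasmic reticulum stress response rose at 9 hours in 24 of 25 (24 over the list alone), with the chaperone HYOU1 at 5.66 (SE 0.42), CRELD2 at 5.41 (SE 0.48) and MANF at 3.85 (SE 0.34), in 8 of 8 cows. Camera gave an adjusted p = 1.54e-07, but adjusted p = 0.317 with an estimated correlation. At 48 hours 16 were still higher and 2 lower (19 and 2 over the list alone), and 19 and 1 after median centring. NNAT, which encodes neuronatin, was at -0.50 at 9 hours (SE 0.27, adjusted p = 0.11 in limma) and rose by 48 hours, with 4.71 (SE 0.27, higher in 8 of 8). Of 16 endothelial cell markers 10 were lower and 2 higher at 9 hours (11 and 3 over the list alone), with ENG at -1.57 (SE 0.20) and CLEC4G at -1.55 (SE 0.14), lower in 8 of 8 (adjusted p = 0.0286 from camera, but adjusted p = 0.513 with an estimated correlation).

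Of 12 genes of bile acid synthesis and transport all 12 were lower at 9 hours (12 over the list alone), with SLCO2B1 at -4.95 (SE 0.23) and adjusted p = 0.00558 from camera with an estimated correlation. Of 30 cytochrome P450 and conjugating enzymes 28 were lower and 1 higher (29 and 1 over the list alone), with adjusted p = 0.0373 with an estimated correlation. Hepatocyte markers fell at the same hour, in 11 of 16 genes, with a mean change per cow of -0.61, lower in 8 of 8. They include metabolic enzymes such as TAT and are not an independent measure of hepatocyte content. Of 17 heat shock proteins 13 were higher and 2 lower (the same over the list alone), with adjusted p = 0.0234 from camera, but adjusted p = 0.610 with an estimated correlation. Among the lists that did not pass in camera at 9 hours were iron and metal handling (9 higher and 4 lower of 16, the same over the list alone), interferon response (9 and 3 of 28, 8 and 3 over the list alone), antigen processing (8 and 2 of 19, the same), DNA repair and cell cycle (5 and 6 of 29, 5 and 5), and markers of B cells (1 and 1 of 7, 0 and 1), erythrocytes (3 and 1 of 9, 1 and 1), platelets (1 and 1 of 4, 2 and 1), stellate cells (2 and 2 of 15, 2 and 1) and cholangiocytes (3 and 2 of 9, the same).

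When the arrays were regrouped at random, counting the real grouping as 1 of 100, no other regrouping gave as many transcripts. For DE transcripts 1 of 100 reached the real count of 5348 (highest other 11). At 3 hours it was 1 of 100 (1423, highest other 1074), at 6 hours 1 of 100 (10924, highest other 5966) and at 9 hours 1 of 100 (13187, highest other 10385). At 12 hours it was 1 of 100 (9919, highest other 5600) and at 48 hours 1 of 100 (7270, highest other 2274). Some regroupings exchange few arrays and keep part of the effect.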
